# Loss of a proteostatic checkpoint in intestinal stem cells contributes to age-related epithelial dysfunction

**DOI:** 10.1038/s41467-019-08982-9

**Published:** 2019-03-05

**Authors:** Imilce A. Rodriguez-Fernandez, Yanyan Qi, Heinrich Jasper

## Abstract

A decline in protein homeostasis (proteostasis) has been proposed as a hallmark of aging. Somatic stem cells (SCs) uniquely maintain their proteostatic capacity through mechanisms that remain incompletely understood. Here, we describe and characterize a ‘proteostatic checkpoint’ in *Drosophila* intestinal SCs (ISCs). Following a breakdown of proteostasis, ISCs coordinate cell cycle arrest with protein aggregate clearance by Atg8-mediated activation of the Nrf2-like transcription factor cap-n-collar C (CncC). CncC induces the cell cycle inhibitor Dacapo and proteolytic genes. The capacity to engage this checkpoint is lost in ISCs from aging flies, and we show that it can be restored by treating flies with an Nrf2 activator, or by over-expression of CncC or Atg8a. This limits age-related intestinal barrier dysfunction and can result in lifespan extension. Our findings identify a new mechanism by which somatic SCs preserve proteostasis, and highlight potential intervention strategies to maintain regenerative homeostasis.

## Abstract (web summary)

Protein homeostasis maintenance (proteostasis) is critical for cell function, but declines during aging. Here the authors detail a proteostatic checkpoint in Drosophila intestinal stem cells coordinating cell cycle arrest with protein aggregate clearance, along with its role in aging related intestinal dysfunction.

## Introduction

Protein Homeostasis (Proteostasis) encompasses the balance between protein synthesis, folding, re-folding and degradation, and is essential for the long-term preservation of cell and tissue function. It is achieved and regulated by a network of biological pathways that coordinate protein synthesis with degradation and cellular folding capacity in changing environmental conditions^1^. This balance is perturbed in aging systems, likely as a consequence of elevated oxidative and metabolic stress, changes in protein turnover rates, decline in the protein degradation machinery, and changes in proteostatic control mechanisms^2–5^. The resulting accumulation of misfolded and aggregated proteins is widely observed in aging tissues, and is characteristic of age-related diseases like Alzheimer’s and Parkinson’s disease. The age-related decline in proteostasis is especially pertinent in long-lived differentiated cells, which have to balance the turnover and production of long-lived aggregation-prone proteins over a timespan of years or decades. But it also affects the biology of somatic stem cells (SCs), whose unique quality-control mechanisms to preserve proteostasis are important for stemness and pluripotency^6,7^.

Common mechanisms to surveil, protect from, and respond to proteotoxic stress are the heat shock response (HSR) and the organelle-specific unfolded protein response (UPR). When activated, both stress pathways lead to the upregulation of molecular chaperones that are critical for the refolding of damaged proteins and for avoiding the accumulation of toxic aggregates. If changes to the proteome are irreversible, misfolded proteins are degraded by the proteasome or by autophagy^6,8^. While all cells are capable of activating these stress response pathways, SCs deal with proteotoxic stress in a specific and state-dependent manner^6^. Embryonic SCs (ESCs) exhibit a unique pattern of chaperone expression and elevated 19S proteasome activity, characteristics that decline upon differentiation^9–11^. ESCs share elevated expression of specific chaperones (e.g. HspA5, HspA8) and co-chaperones (e.g., Hop) with mesenchymal SCs (MSCs) and neuronal SCs (NSCs)^12^, and elevated macroautophagy (hereafter referred to as autophagy) with hematopoietic SCs (HSCs), MSCs, dermal, and epidermal SCs^6,13^. Defective autophagy contributes to HSC aging^14^. It has further been proposed that SCs can resolve proteostatic stress by asymmetric segregation of damaged proteins, a concept first described in yeast^15–18^.

While these studies reveal unique proteostatic capacity and regulation in SCs, how the proteostatic machinery is linked to SC activity and regenerative capacity, and how specific proteostatic mechanisms in somatic SCs ensure that tissue homeostasis is preserved in the long term, remains to be established. *Drosophila* intestinal stem cells (ISCs) are an excellent model system to address these questions. ISCs constitute the vast majority of mitotically competent cells in the intestinal epithelium of the fly, regenerating all differentiated cell types in response to tissue damage. Advances made by numerous groups have uncovered many of the signaling pathways regulating ISC proliferation and self-renewal^19^. In aging flies, the intestinal epithelium becomes dysfunctional, exhibiting hyperplasia and mis-differentiation of ISCs and daughter cells^20^. This age-related loss of homeostasis is associated with inflammatory conditions that are characterized by commensal dysbiosis, chronic innate immune activation, and increased oxidative stress^21–23^. It further seems to be associated with a loss of proteostatic capacity in ISCs, as illustrated by the constitutive activation of the unfolded protein response of the endoplasmic reticulum (UPR-ER), which results in elevated oxidative stress, and constitutive activation of JNK and PERK kinases^24,25^. Accordingly, reducing PERK expression in ISCs is sufficient to promote homeostasis and extend lifespan^25^.

ISCs of old flies also exhibit chronic inactivation of the Nrf2 homologue CncC^26^. CncC and Nrf2 are considered master regulators of the antioxidant response, and are negatively regulated by the ubiquitin ligase Keap1. In both flies and mice, this pathway controls SC proliferation and epithelial homeostasis^26,27^. It is regulated in a complex and cell-type specific manner^26,28,29^. Canonically, Nrf2 dissociates from Keap1 in response to oxidative stress and accumulates in the nucleus, inducing the expression of antioxidant genes^28^. *Drosophila* ISCs, in turn, exhibit a ‘reverse stress response’ that results in CncC inactivation in response to oxidative stress. This response is required for stress-induced ISC proliferation, including in response to excessive ER stress, and is likely mediated by a JNK/Fos/Keap1 pathway^24,26^ (Li, Hochmuth, Jasper, unpublished).

The Nrf2 pathway has also been linked to proteostatic control: ‘Non-canonical’ activation of Nrf2 by proteostatic stress as a consequence of an association between Keap1 and the autophagy scaffold protein p62 has been described in mammals^30–35^. A similar non-canonical activation of Nrf2 has been described in *Drosophila*, where CncC activation is a consequence of the interaction of Keap1 with Atg8a, the fly homologue of the autophagy protein LC3^36^. Nrf2/CncC activation induces proteostatic gene expression, including of p62 in mammalian cells^32^ and of p62/Ref ^2^P and LC3/Atg8a in flies^36^. Nrf2 is further a central transcriptional regulator of the proteasome in both *Drosophila* and mammals^37–39^. Whether and how Nrf2 also influences proteostatic gene expression in somatic SCs remains unclear.

Here, we show that *Drosophila* CncC links cell cycle control with proteostatic responses in ISCs via the accumulation of *dacapo*, a p21 cell cycle inhibitor homologue, as well as the transcriptional activation of genes encoding proteases and proteasome subunits. We establish that this program constitutes a transient ‘proteostatic checkpoint’, which allows clearance of protein aggregates before cell cycle activity is resumed. In old flies, this checkpoint is impaired and can be reactivated with a CncC activator.

## Results

### A proteostatic checkpoint in ISCs

To explore the consequences of proteostatic stress for ISC function, we knocked down various components of the proteasome, including Rpn3, a 19S lid subunit, as well as Rpn2 and Rpt6R, 19S base subunits of the proteasome, by RNAi in ISCs^40^, and traced the ISC lineage using a Flp-Out strategy^41,42^. As expected, this resulted in an accumulation of poly-ubiquitinated protein aggregates in ISCs and their daughter cells (Fig. 1a, Supplementary Fig. 1a). At the same time, we observed that the size of ISC-derived lineages was much smaller than those derived from wild-type control cells (Fig. 1b, Supplementary Fig. 1a).

**Fig. 1:**
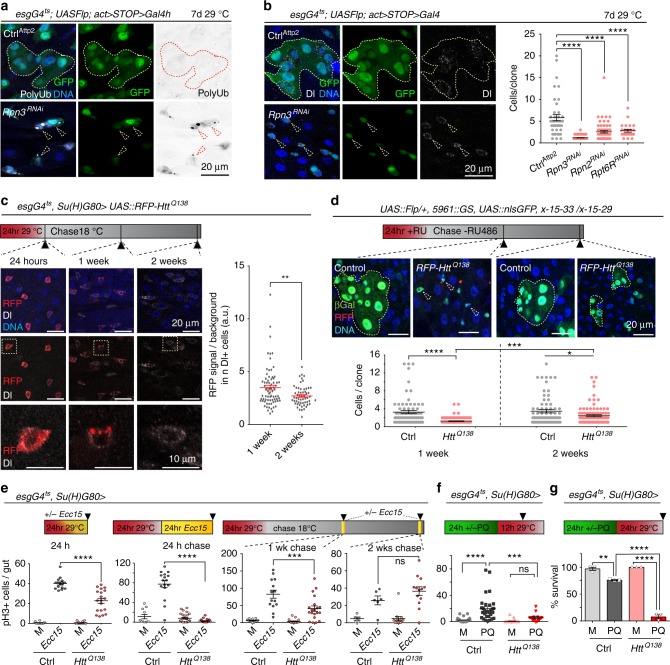
Protein aggregates induce a transient cell cycle arrest in ISCs. **a**, **b** GFP-marked lineages (green) from *Rpn3*^*RNAi*^ expressing ISCs in 8-day-old flies. Immunohistochemistry: **a** anti-poly-ubiquitin (white, left; black, right), **b** anti-Delta (white). **b** 1-way ANOVA / Dunnett’s (*n* = 41, 73, 66, and 25 clones from 3, 4, 4, 3 independent animals respectively). **c** *mRFP-Htt*^*Q138*^ expressed for 24 h in ISCs of 11-day-old flies. Delta (Dl; white). Graph: RFP signal normalized to background. Two-tailed unpaired t-test: (*n* = 75 and 57 Dl+ cells from five and three animals respectively, from two independent experiments). **d** ISC lineages from 4 days old flies labelled with β-galactosidase (βgal, green) using Flp-mediated somatic recombination of a split lacZ gene (X-15-33/x-15-29^47^), carrying or not *mRFP-Htt*^*Q138*^ (RU486-inducible ISC/EB driver 5961::GS). Beta-galactosidase (green), RFP-labeled aggregates red. Yellow arrowheads point out βgal-labeled ISCs. 1-way ANOVA/Sidak’s (*n* = 76, 154, 72, and 97 clones from 10, 13, 9, and 9 animals respectively, from two independent experiments). **a**–**d**, Representative areas of posterior midgut. DNA (Hoechst, blue); scale bars 20 µm and 10 µm (**c**, inset). **e** Quantification of phospho-Histone H3 (pH3)+ cells after 24 h expression of *mRFP-Htt*^*Q138*^ in ISCs of 6 to 8-day-old flies during infection with *Ecc15* (or Mock, M; first graph), or followed by 24 h *Ecc15* immediately (second graph), or by 8 h *Ecc15* one week (third graph), or two weeks (fourth graph) later. Two-way ANOVA with Tukey’s (*n* = 12, 15, 20, 19 guts (first); 11, 16, 26, 24 guts (second); 12, 14, 19, 20 guts (third); 5, 6, 13, 13 guts (fourth graph)). **f** pH3+ cell quantification in 12-day-old flies after 5 mM Paraquat (PQ) or Mock (M) treatment at 25 °C, followed by regular food at 29 °C for 12 h. Two-way ANOVA with Sidak’s (*n* = 32, 32, 40, 15 guts, from two independent experiments). **g** Survival of 12-day-old flies fed 5 mM PQ or Mock at 25 °C for 24 h, followed by regular food at 29 °C for 24 h (*n* = 3 biological replicates). Two-way ANOVA with Tukey’s. Means and s.e.m. shown in all graphs; ns, not significant, ****P *<* 0.0001, ***P *<* 0.001, **P *<* 0.01, *P *<* 0.05. Genotypes in Supplementary Table 1

We reasoned that this reduction in clone growth could be a consequence of (i) unspecifically impaired ISC function due to proteostatic stress, (ii) accumulation of cell cycle regulators due to decreased proteasome function, (iii) increased cell death of differentiated cells in such conditions, or (iv) a specific cell cycle arrest in ISCs due to the presence of protein aggregates. To distinguish between these possibilities, we tested the proliferative response of ISCs to protein aggregates that formed by an aggregation-prone protein directly. We performed a time-course experiment in which a fluorescently labeled and aggregation-prone version of human Huntingtin (mRFP-Htt^Q138^)^43^ was expressed in ISCs for a short period of time, followed by a chase period in which the transgene was not transcribed. Short-term expression of mRFP-Htt^Q138^ allowed monitoring the fate of RFP-labeled protein aggregates at various time points after expression of the transgene, and avoided cell death reported when cells constitutively express polyQ proteins^44^. We used the TARGET system, in which temperature-controlled expression of UAS-linked transgenes is achieved by co-expression of Gal4 with a temperature-sensitive version of the Gal4 inhibitor Gal80^45,46^. Expression of *mRFP-Htt*^*Q138*^ was induced for 24 h, and was followed by a chase period of one or two weeks, upon which the presence of aggregates in ISCs was evaluated by confocal microscopy (Fig. 1c). While initially homogeneous, the RFP signal in ISCs progressively concentrated into brightly labeled puncta after expression of mRFP-Htt^Q138^, indicating the formation of aggregates that were observed in the ISC cytoplasm starting at about 1 day after induction. These puncta eventually became the only observable RFP-positive structures in the ISC cytoplasm, and were still present 1 week after the pulse, yet disappeared after 2 weeks (Fig. 1c). To obtain a quantitative metric for the presence of these puncta in ISCs, we measured RFP signal intensity, as puncta were heterogenous in size and number in individual ISCs. Since after about 48 h only localized puncta and no background fluorescence were detected in ISCs, this quantification represented the presence of RFP-labeled protein aggregates in ISCs at the 1 week and 2 week timepoints after induction (Fig. 1c).

Lineage-tracing experiments revealed that the loss of visible RFP puncta is not due to replacement of aggregate-bearing ISCs, but due to elimination of RFP+ aggregates in ISCs that are present at the time of induction: We used a split-lacZ strategy to induce marked ISC lineages in response to the drug RU486 in the background of *mRFP-Htt*^*Q138*^ expression^47^ (Fig. 1d, Supplementary Fig. 1b). These lineage-tracing experiments also demonstrated that during the period of *mRFP-Htt*^*Q138*^ clearance, ISCs have a transiently reduced division rate compared to wild-type controls, but recover proliferative activity after *mRFP-Htt*^*Q138*^ puncta are eliminated 2 weeks after induction (Fig. 1d, Supplementary Fig. 1b). This observation is consistent with the engagement of a transient cell-cycle arrest in ISCs bearing protein aggregates. Importantly, the number of observable cell clones did not change in the course of the experiment, supporting the notion that *mRFP-Htt*^*Q138*^ expressing ISCs are not damaged and do not get eliminated, but reduce their proliferation rate transiently before returning to their normal proliferation state (Supplementary Fig. 1c). The introduction of aggregation-prone proteins in cells of the wing imaginal disc did not result in slower growth of cell clones, indicating that the observed reduction in cell proliferation may be a unique response of ISCs (Supplementary Fig. 1c).

To resolve the timing of proliferative impairment by protein aggregates in ISCs more precisely, we assessed whether and how rapidly *mRFP-Htt*^*Q138*^ expression can inhibit ISC proliferation when induced by enteropathogen infection. In wild-type flies, infection with *Erwinia carotovora carotovora 15 (Ecc15)* leads to a transient but vigorous proliferative response of ISCs that can be carefully timed^48,49^. We detected a slight but significant inhibition of proliferation when *mRFP-Htt*^*Q138*^ was expressed at the same time as flies were exposed to *Ecc15* (Fig. 1e), and a stronger inhibition when *mRFP-Htt*^*Q138*^ was expressed 24 h before *Ecc15* infection (Fig. 1e). This inhibition was still observed one week after *mRFP-Htt*^*Q138*^ expression (Fig. 1e; Supplementary Fig. 1d), and is a cell-autonomous consequence of *mRFP-Htt*^*Q138*^ expression in ISCs, since expressing Htt^Q138^ in enteroblasts (EBs) did not impair the proliferative response to infection (Supplementary Fig. 1e). If infection was performed in flies 2 weeks after *mRFP-Htt*^*Q138*^ expression (when RFP+ aggregates have been cleared), there was no significant difference in mitotic figures in guts of wild-type flies and flies expressing Htt^Q138^ in ISCs (Fig. 1e; Supplementary Fig. 1d). To exclude the possibility that inhibition of proliferation in the presence of Htt^Q138^ aggregates was specific to *Ecc15* infection, we induced regenerative pressure by feeding flies the oxidative stress-inducing agent Paraquat (PQ)^50^. PQ treatment induces proliferation of wild-type ISCs, but not of ISCs in which Htt^Q138^ was expressed for 12 h (Fig. 1f). Performing the same experiment, but extending the period of Htt^Q138^ expression to 24 h, leads to increased mortality of flies that had been treated with PQ (Fig. 1g). This increase in mortality is consistent with impaired epithelial regeneration as a consequence of reduced ISC proliferation.

Together, these observations indicate that ISCs undergo a transient cell cycle arrest in response to protein aggregate formation, that this arrest is sustained until aggregates are cleared, and that the affected ISCs can undergo normal proliferative responses after aggregate clearance. We termed this phenomenon a ‘proteostatic checkpoint’.

### Nrf2/CncC regulates the proteostatic checkpoint

To explore the molecular mechanisms by which the proteostatic checkpoint is engaged and regulated in ISCs, we used the mortality of PQ-treated animals with Htt^Q138^-expressing ISCs as a readout for a limited genetic candidate screen including proteostatic and cell cycle regulators (dacapo, Cyclin E, Atg8a/LC3, and ref ^2^P/p62), Cul4 and an associated protein (Cul4, Dcaf12), and histone deacetylases (Sir2, Sirt2, Sirt4, Sirt7, and HDAC6). This screen included CncC and Keap1, which emerged as candidates due to their roles in proliferative control of ISCs^26^ and proteostasis^36–39^. Limiting CncC activity in ISCs, either by knocking down CncC itself or by over-expressing Keap1, was sufficient to rescue the elevated Paraquat-induced mortality of Htt^Q138^-expressing animals (Fig. 2a). Knocking down CncC in ISCs also prevented the inhibition of *Ecc15*-induced proliferation of ISCs after expression of Htt^Q138^ (Fig. 2b; note that induction of proliferation by *Ecc15* is reduced in CncC-deficient ISCs compared to wild-type controls). These results suggested that CncC was involved in the proteostatic checkpoint, a notion that we confirmed in lineage-tracing studies using the *esg::Gal4*^*ts*^, Flp-out system^41,42^. Clones derived from ISCs in which CncC was knocked down or in which Keap1 was over-expressed, grew at a higher rate than wild-type clones, and exhibited increased levels of *mRFP-Htt*^*Q138*^ puncta (Fig. 2c). Impaired clearance of *mRFP-Htt*^*Q138*^ puncta in CncC-deficient ISCs was further confirmed in TARGET experiments at 2 weeks after induction, a time point in which control ISCs had already cleared the *mRFP-Htt*^*Q138*^ aggregates (Fig. 2d; note that the prevalence of *mRFP-Htt*^*Q138*^ signal in ISCs was quantified 3 weeks after induction, a timepoint where wild-type cells very rarely exhibit a remaining signal). In these experiments, CncC deficiency was induced by knocking down CncC, over-expressing Keap1, or by performing the experiments in *CncC* heterozygous conditions.

**Fig. 2:**
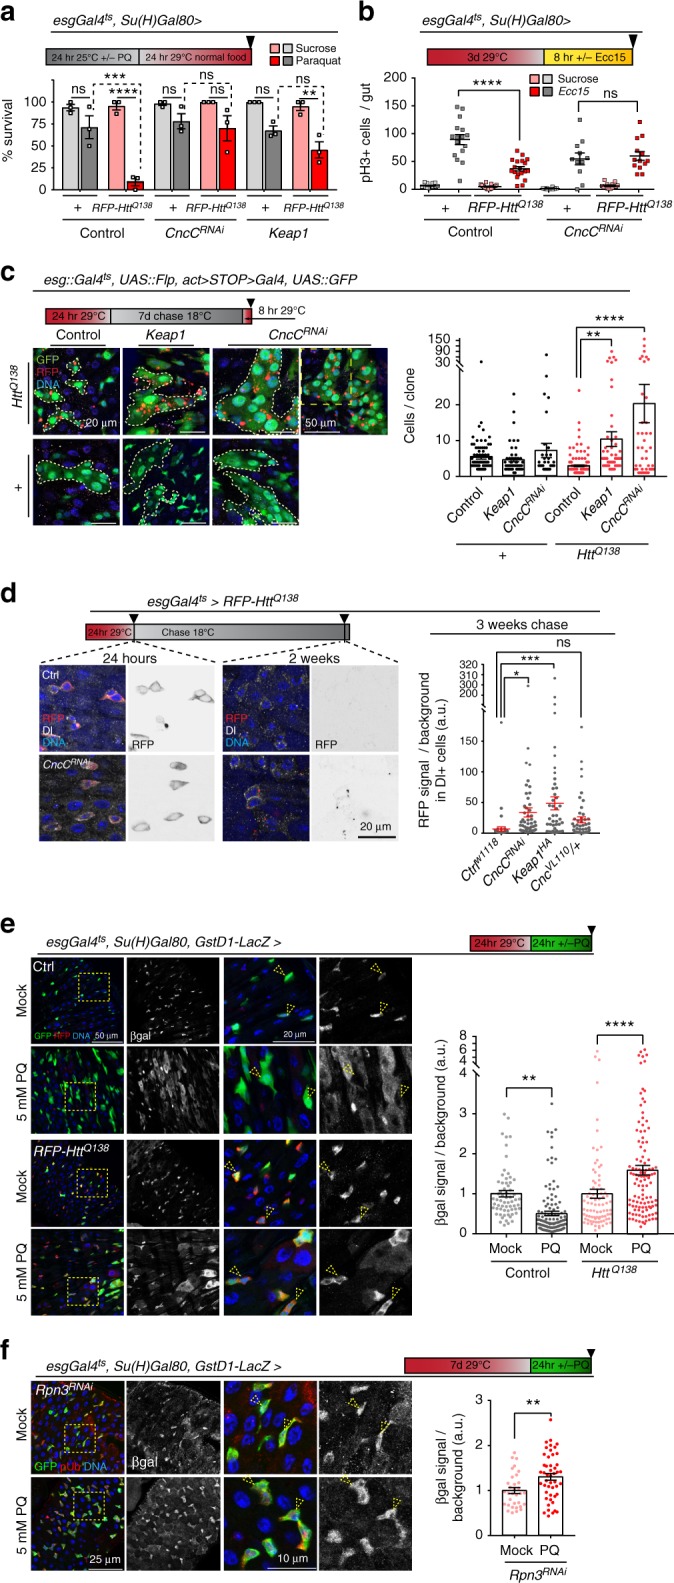
Impaired proteostatic checkpoint in CncC-deficient ISCs. **a** Survival of cohorts with indicated genotypes after PQ exposure. Eleven-day-old flies fed 5 mM PQ in 5% sucrose at 25 °C for 24 h, then shifted to regular food at 29 °C for 24 h. Percent survivors after 24 h (three technical replicates from two biological replicates; two-way ANOVA with Tukey’s test). **b** Expression of *mRFP-Htt*^*Q138*^ and *CncC*^*RNAi*^ in ISCs of 6-day-old flies for 3 days followed by 8 h of *Ecc15* infection. anti-pH3 labels mitotic ISCs. 1-way ANOVA with Tukey’s (*n* = 14, 16, 19, 19, 14, 13, 10, and 11 animals, respectively). **c** ISC-derived lineages (green, outlined with yellow lines) in 7-day-old flies co-expressing *mRFP-Htt*^*Q138*^ and *CncC*^*RNAi*^ or Keap1. Top right panel shows lower magnification of a large clone expressing *CncC*^*RNAi*^ (*mRFP-Htt*^*Q138*^ in red). One-way ANOVA with Sidak’s (*n* = 80, 53, 39, 153, 61, 41 clones from 8, 5, 5, 8, 7, 8 animals, respectively). **d** Expression of *mRFP-Htt*^*Q138*^ alone or combined with *CncC*^*RNAi*^, Keap1HA or CncC^VL110^/+ in ISCs and EBs of 11-day-old flies for 24 h. Presence of aggregates (red/black) assessed immediately (24 h), or 2 and 3 weeks after expression. Dl staining was used to identify ISCs. Graph: RFP signal in Dl+ cells normalized to background shown (*n* = 53, 49, 52, 49 Dl+ cells from 7, 5, 7, 6 animals, respectively, from two independent experiments). One-way ANOVA with Dunnett’s. **e**, **f** 12-day-old flies carrying the gstD1::LacZ reporter expressing (**e**) *mRFP-Htt*^*Q138*^ or (**f**) *Rpn3*^*RNAi*^ transgene for 24 h at 29 °C followed treatment with (**e**) 5 mM or (**f**) 7.5 mM PQ in 5% sucrose or 5% sucrose alone (mock). βgalactosidase (βgal), white; GFP, green; yellow arrowheads indicate selected ISCs. **e** mRFP-Htt^Q138^ or **f** poly-Ubiquitin (pUb) aggregates in red. **e** One-way ANOVA with Sidak’s (*n* = 63, 122, 84, 112 GFP+ cells from 4, 7, 5, 6 animals, respectively). **f** Unpaired student t-test (*n* = 33, 48 GFP+ cells from 4 and 5 animals, respectively). Higher magnification shown in right panels. **c**–**f** Representative areas in posterior midgut, DNA (Hoechst) in blue, and timeline indicated in figure. Scale bars: 20 µm for (**c**, **d**; **e**, insets); 50 µm for (**c**, insets; **e**); 25 µm for (**f**); 10 µm (**f**, inset). Means and s.e.m. shown in all graphs; ns, not significant, ****P *<* 0.0001, ***P *<* 0.001, **P *<* 0.01. Genotypes in Supplementary Table 1

Using the Nrf2 activity reporter GstD1::LacZ^29^, we confirmed that Nrf2 is activated in ISCs in the presence of *mRFP-Htt*^*Q138*^ aggregates, or when Rpn3 is knocked down (Fig. 2e, f): Wild-type ISCs exhibit high basal, CncC-dependent expression of this reporter, yet in conditions of regenerative pressure, CncC is selectively inactivated in ISCs in a Keap1-dependent manner^26^. This inactivation is essential for ISC proliferation, as it allows elevation of reactive oxygen species in ISCs^26^. In ISCs bearing *mRFP-Htt*^*Q138*^ aggregates, however, repression of GstD1::lacZ expression was not observed, indicating that the presence of aggregates impairs the ability of ISCs to inactivate CncC under regenerative pressure.

### Atg8a-CncC-Dap pathway controls the proteostatic checkpoint

How is CncC activated by proteostatic stress, and how does CncC execute the proteostatic checkpoint? Our screen included components of the autophagy machinery and cell cycle regulators, and we found that knockdown of Autophagy-related 8a (Atg8a/LC3)^51^ or *dacapo* in ISCs (or heterozygosity for the *dacapo* loss-of-function allele *dap*^4^*)*^52^, rescued PQ-induced mortality in flies expressing Htt^Q138^ (Fig. 3a–c). *Dacapo (dap)* encodes the fly homologue of cyclin-dependent kinase inhibitors of the p21^CIP^/p27^KIP^ family^33,52–54^, and Atg8a is a ubiquitin-like protein required for the formation of the isolation membrane during autophagy.

**Fig. 3:**
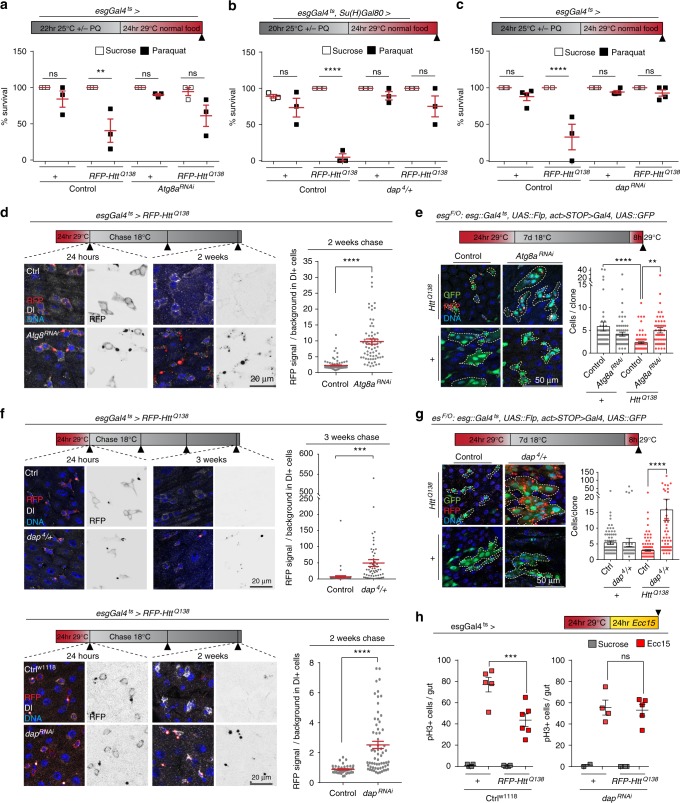
*Atg8a* and *dacapo* regulate the proteostatic checkpoint. **a**–**c** PQ-induced lethality in 13–14-day-old flies of indicated genotypes. **a** 7.5 mM PQ, 14-day-old flies; three technical, two biological replicates; **b** 5 mM PQ, 13-day-old flies; three technical, two biological replicates; **c** 7.5 mM PQ, 14-day-old flies; two biological, 2–4 technical replicates per sample. 2-way ANOVA with Sidak’s. **d**, **f** Images of posterior midguts of flies of the indicated genotypes after the indicated interventions and times. Seven-day (**d**) or 11-day (**f**) old flies. Aggregates in red or black, Dl in white. Graphs: RFP signal in Dl+ cells normalized to background (*n* = 100, 68 from seven and eight animals respectively in (**d**); *n* = 53, 57 from seven and eight animals respectively in (**f**), top panel, experiments performed in parallel with Fig. 2d, controls are the same; *n* = 38, 65 from four and eight animals respectively in (**f**), bottom panel). Unpaired two-tailed *t*-test. **e** ISC-derived lineages (green, outlined yellow) of 10-day-old flies of indicated genotypes. Aggregates in red. Graph: Number of cells per clone (*n* = 61, 75, 85, 52 from 7, 6, 5, and 7 animals, respectively). **g** ISC-derived Flp-out clones (green, yellow outline) of indicated genotypes. Number of cells per clone (*n* = 80, 54, 153, 55 from 8, 8, 8, and 11 animals, respectively). **e** and **g**: 1-way ANOVA with Tukey’s, experiments performed in parallel with Fig. 2e, controls are the same. **d**–**g** Representative areas in posterior midgut, DNA (Hoechst, blue). Scale bars: 20 µm (**d**, **f**); 50 µm (**e**, **g**). **h** Quantification of pH3+ cells in guts from 10-day-old flies with indicated genotypes and treatment. 1-way ANOVA with Sidak’s (*n* = 5, 5, 4, 6, 2, 4, 4, 5 guts from independent animals). Means and s.e.m. shown in all graphs; ns not significant, ****P *<* 0.0001, ***P *<* 0.001, **P *<* 0.01. Genotypes in Supplementary Table 1

Knockdown of *Atg8a* or *dap* in ISCs, or heterozygosity for *dap*^4^, impaired clearance of *mRFP-Htt*^*Q138*^ aggregates 2 weeks after induction (Fig. 3d, f), rescued lineage growth (Fig. 3e, g), and rescued *mRFP-Htt*^*Q138*^-induced inhibition of proliferation (Fig. 3h) confirming that both factors are critical for the induction and/or execution of the proteostatic checkpoint in ISCs.

Beyond its role in autophagy, Atg8a/LC3 has also been found to be involved in the non-canonical activation of Nrf2 through an interaction with Keap1^36^. We therefore asked whether this function is required to stimulate CncC activity in response to protein aggregates in ISCs. Interestingly, immunohistochemistry with an antibody specific for Atg8a revealed that Atg8a protein levels increase in ISCs experiencing proteostatic stress (Fig. 4a). We further found that knockdown of Atg8a resulted in loss of the persistent Nrf2 activation (measured by gstD1::lacZ expression) observed in ISCs exhibiting *mRFP-Htt*^*Q138*^ + puncta (Fig. 4b).

**Fig. 4:**
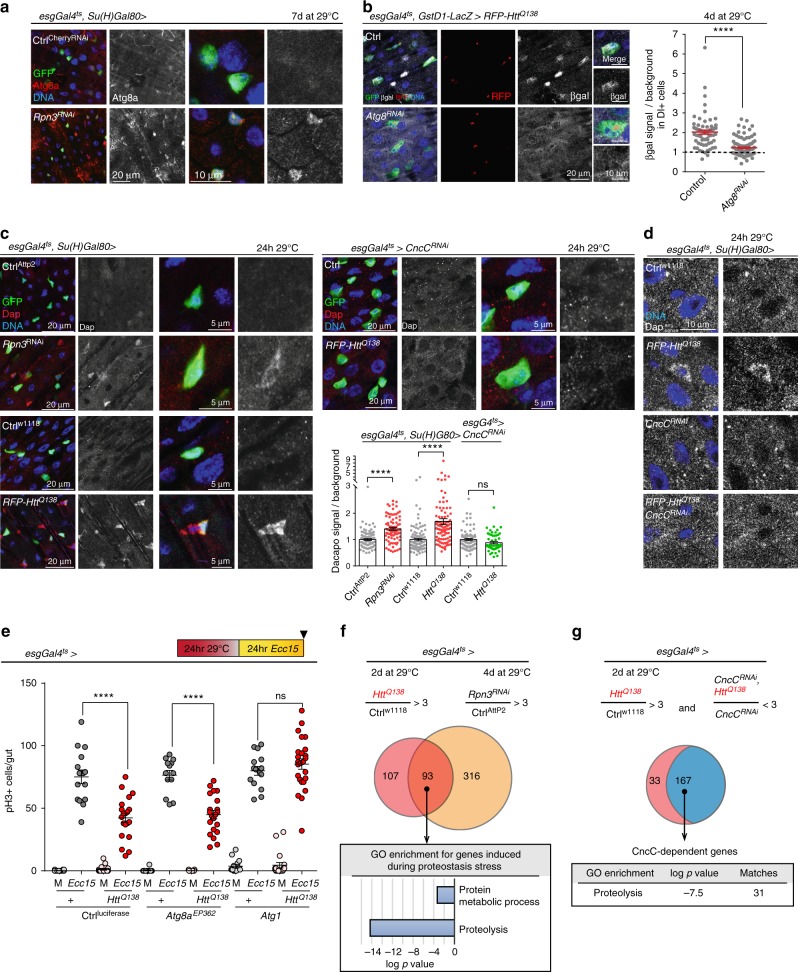
CncC integrates aggregate clearance with cell cycle control to regulate the proteostatic checkpoint. **a** 8-day-old flies expressing Rpn3^RNAi^ in ISCs for 7 days at 29 °C. Endogenous Atg8a (red/white), GFP (green), DNA (blue). **b** Flies carrying *gsdtD1::LacZ* reporter and co-expressing *mRFP-Ht*t^Q138^ and Atg8^RNAi^ transgenes for 24 h at 29 °C; βgal (white), RFP (red), GFP (green), and DNA (blue). Graph: βgal signal normalized to background for DI+ cells (*n* = 67 and 105 from five and eight animals, respectively). Unpaired two-tailed *t*-test. In (**a**) and (**b**), insets show higher magnification of individual ISCs. **c** Flies expressing *Rpn3*^*RNAi*^ or *mRFP-Htt*^*Q138*^ combined with *CncC*^*RNAi*^ in ISCs (green) for 24 h at 29 °C; Dacapo (Dap, red/white). Graph: Dacapo signal in ISCs normalized to background (*n* = 89, 86, 97, 92, 81, 55 from 5, 5, 8, 9, 4 and 3 animals, respectively, two independent experiments). One-way ANOVA with Sidak’s. **d** Fluorescent in situ hybridization of guts from 7-day-old flies after 24 h RFP-Htt^Q138^ expression with or without CncC^RNAi^. *dacapo* anti-sense probe in white. Wider gut area and sense probe controls in Supplementary Fig. 2a. **a**–**d** DNA (blue). Scale bars: 20 µm (**a**–**c**); 10 µm (insets **a**, **b**; **d**); 5 µm (insets **c**). **e** Expression of *mRFP-Htt*^*Q138*^ combined with *Atg8*^*EP362*^ and *Atg1* in ISCs and EBs of 7-day-old flies for 24 h followed by 24 h of *Ecc15* infection. Graph: pH3 labels mitotic ISCs. One-way ANOVA with Sidak’s (*n* = 16, 15, 19, 20, 12, 13, 15, 21, 15, 15, 19, and 25 guts from independent animals). **f** Venn diagram summarizing the induction of transcripts (at least 3-fold induction and a minimum expression of 10 FPKM) in sorted *esg* + cells (ISCs/EBs; refer to Methods) observed when *mRFP-Htt*^*Q138*^ was expressed for 2 days at 29 °C (red circle, 200 genes total) or *Rpn3*^*RNAi*^ for 4 days at 29 °C (orange circle, 409 genes total). GO analysis for the 93 upregulated genes shared between these conditions. **g** Venn diagram summarizing the overlap between the 200 genes upregulated when *mRFP-Htt*^*Q138*^ was expressed (shown in **c**) and 167 genes that were not induced after *mRFP-Htt*^*Q138*^ expression (<3-fold difference) when *CncC*^*RNAi*^ was co-expressed for 2 days at 29 °C. GO analysis for these 167 CncC-dependent genes is shown. All graphs: Means and s.e.m.; ns not significant, ****P *<* 0.0001

To assess the role of Dacapo, we performed immunohistochemistry with an antibody specific for *Drosophila* Dacapo^53^. ISCs expressing Htt^Q138^, or in which *rpn3* was knocked down, exhibited Dacapo accumulation (Fig. 4c). This accumulation was not observed when CncC was knocked down simultaneously (Fig. 4c). Similar results were observed when fluorescent In situ hybridization was performed in whole guts (Fig. 4d; Supplementary Fig. 2a). These results indicated that Dacapo acts downstream of CncC activation in the proteostatic checkpoint and that CncC regulates *dacapo* at the transcriptional level.

Together with the previously described interaction of Atg8a with Keap1^36^, these data suggested that the proteostatic stress-induced increase in Atg8a expression in ISCs promotes CncC activity, triggering the proteostatic checkpoint by CncC-mediated induction of Dacapo. This model predicted that clearance of aggregates by increasing autophagy (e.g., by over-expression of Atg1^55^) should limit the checkpoint, while over-expression of Atg8a should not. We tested this prediction and found indeed that Atg1, but not Atg8a, over-expression prevented the Htt^Q138^-induced inhibition of ISC proliferation after *Ecc15* infection (Fig. 4e).

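RNA was sequenced from FACS-purified escargot-positive cells, the ISCs and EBs of the midgut, of 7-day-old female flies in 6 conditions with 1 library each, so that no difference between conditions has a replicate check. Cells expressing HttQ138, an expanded polyglutamine form of huntingtin that forms aggregates, were compared with w1118 cells after 2 days at 29 °C, and cells labelled CncCRNAi+HttQ138 with cells labelled CncCRNAi alone after the same time. Cells expressing Rpn3RNAi, directed against a subunit of the 19S lid of the proteasome, were compared with attP2 cells after 4 days at 29 °C. Rpn3 (FBgn0261396) stood at 63.2 FPKM (fragments per kilobase, scaled to depth) in Rpn3RNAi and at 77.1 in attP2, a ratio of 0.820 with a 95% counting interval of 0.703 to 0.954. cnc (FBgn0262975), which encodes the Nrf2 homologue CncC, stood at 64.3 FPKM in the library labelled CncCRNAi against 63.8 in w1118, a ratio of 1.01 (0.923 to 1.10), and at 75.6 in the library labelled CncCRNAi+HttQ138 against 60.7 in HttQ138, a ratio of 1.25 (1.14 to 1.36). The FPKM of cnc was thus no lower in the libraries labelled CncCRNAi, and a value per gene does not separate the transcripts of cnc. For cnc as for Rpn3, FPKM values also cannot tell reads of the gene from any reads of the RNAi transgene. In the paper's other measures, clones expressing the CncCRNAi transgene grew more and kept more aggregates (Fig. 2c), which runs in the direction of the label but is no measure of cnc RNA. esg (FBgn0001981), the transcription factor whose promoter drives the sorted GFP, lay between 287 and 346 FPKM in the 6 libraries.
The authors mapped paired-end MiSeq reads with the Tuxedo suite and recorded FPKM per gene. Between 16611 (HttQ138) and 62921 (attP2) cells had been sorted per library. The depth, recovered from the steps between low FPKM values, came to an estimated 2780000 fragments in Rpn3RNAi and 3650000 in CncCRNAi+HttQ138, with the other libraries in between. At this depth 1 fragment of a 1000-nucleotide transcript equals 0.324 to 0.425 FPKM. Of the 15603 genes listed, 9744 (w1118) to 10212 (CncCRNAi) had a value above 0 and 5047 (HttQ138) to 5523 (Rpn3RNAi) reached 10 FPKM. Intervals on ratios are exact binomial intervals on the estimated fragments, and cover counting error only.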

To explore the transcriptional program downstream of CncC in ISCs in more detail, we performed RNAseq analysis on FACS-purified wild-type or CncC-deficient *escargot*-positive cells (ISCs/EBs) in which the proteostatic checkpoint was engaged through the expression of Htt^Q138^ or through the knockdown of *rpn3*. 

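Several digestive enzymes rose with both forms of proteostatic stress. deltaTry (FBgn0010358), a secreted trypsin with near-identical copies that may share its reads, rose from 11.1 FPKM in w1118 to 123 in HttQ138 and from 7.84 in attP2 to 227 in Rpn3RNAi. Mal-A1 (FBgn0002570), a maltase of enterocytes, rose from 2.73 to 22.7 FPKM with HttQ138 and from 43.5 to 768 with Rpn3RNAi. CG8628 (FBgn0250836) rose from 5.80 to 202 FPKM and from 2.32 to 21.6. Of 9 measured niche and stress ligands, 1 rose with HttQ138 and 0 with Rpn3RNAi: vn (FBgn0003984), which encodes the EGFR ligand Vein, stood at 5.47 FPKM in w1118, 27.3 in HttQ138, 14.3 in attP2 and 13.7 in Rpn3RNAi. Outside that list, ths (FBgn0033652), which encodes the FGF ligand Thisbe, stood at 6.25, 28.7, 7.97 and 2.14.
With Rpn3RNAi, GstD5 (FBgn0010041), a glutathione S-transferase, rose from 20.1 to 117 FPKM against 12.3 in w1118 and 9.81 in HttQ138. Peritrophin-15a (FBgn0040959), a protein of the peritrophic matrix, was listed at 0 in attP2 and at 123 FPKM in Rpn3RNAi. Gclc (FBgn0040319), chosen after its values were seen, the catalytic subunit of the enzyme that limits glutathione synthesis, rose from 43.2 to 135 FPKM.
Counted at 3-fold or more and at least 10 FPKM in the stressed library, 199 genes rose with HttQ138, 407 with Rpn3RNAi and 93 with both, which is 46.7% of the first set and 22.9% of the second. Independent sets of these sizes would share 5.19 of all genes listed, or 5.46 among the 4732 genes with at least 10 FPKM in both stressed libraries. The 93 genes had a median log2 ratio of FPKM + 1 of 2.52 with HttQ138 and 3.94 with Rpn3RNAi. With another control library in place of w1118, 104 of the 199 genes were still called against CncCRNAi, 106 against attP2 and 85 against all 3 controls. Of the 199 genes, 150 had a higher value in Rpn3RNAi than in attP2. By the same rule 96 genes fell with HttQ138 and 109 with Rpn3RNAi. Only 4 fell with both, where independent sets would share 0.671, and these were named after their values were seen: Cyp6a17, CG15529, mir-967 and snoRNA:Psi28S-1232. Small RNA genes made up 52 of the 96 genes that fell with HttQ138 and 17 of the 199 that rose. Between libraries without HttQ138 or Rpn3RNAi, the same rule gave 288 genes higher in CncCRNAi than in w1118 and 92 lower. It gave 143 higher in attP2 than in w1118 and 166 lower. CncCRNAi and attP2 differ from w1118 in genotype, and attP2 also in days at 29 °C. Only CncCRNAi had more rises than the 199 of HttQ138, and its cytosolic chaperones lay above w1118 by a median log2 ratio of 1.43. A count as large as that for HttQ138 thus arose without HttQ138, though not in a library shown to be free of stress.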

While knockdown of r*pn3* resulted in a more pronounced and broader transcriptional response than the expression of Htt^Q138^ (Fig. 4f), 93 of the 200 genes that were induced by Htt^Q138^ expression (using a cut-off of three-fold induction and a minimum expression of 10 FPKM) were also induced by knockdown of *rpn3*, illustrating a broad overlap of transcriptional changes elicited by the two conditions (Fig. 4f). 

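Most genes that rose with HttQ138 stayed under 3-fold between the 2 libraries labelled CncCRNAi, in which cnc itself was no lower. GstE3 (FBgn0063497), a glutathione S-transferase, stood at 11.4 FPKM in w1118 and 54.6 in HttQ138 (4.81-fold, counting interval 3.00 to 8.11), and at 45.5 in CncCRNAi and 47.4 in CncCRNAi+HttQ138. Tsp2A (FBgn0024361), a tetraspanin of the smooth septate junctions of enterocytes, stood at 20.2, 70.9, 79.8 and 94.5 FPKM in the same order. Of 12 measured enteroendocrine markers, 2 rose with HttQ138 and 4 had lower values. The 2 were CCHa2 (FBgn0038147) at 3.22, 21.5, 4.49 and 4.09 FPKM in the same order and Ast-C (FBgn0032336) at 17.9, 61.3, 7.73 and 5.48. Other genes rose in both backgrounds: vn reached 34.0 FPKM in CncCRNAi+HttQ138 from 4.70 in CncCRNAi, ths 29.9 from 2.01, and stl (FBgn0086408), which encodes a secreted metalloprotease of the ADAMTS family, 46.1 from 2.97, beside 56.1 from 6.99 without CncCRNAi.
CG16826 (FBgn0032505) and CG1678 (FBgn0031176) were listed at 0 in w1118 and stood at 186 and 175 FPKM in HttQ138. They rose from 12.3 to 267 and from 10.8 to 354 FPKM in the libraries labelled CncCRNAi.
A gene was counted as CncC-dependent where its ratio between CncCRNAi+HttQ138 and CncCRNAi was under 3-fold, which held for 165 of the 199 genes (82.9%). Of these, 120 were under 1.5-fold, 45 lay between 1.5-fold and 3-fold, 79 were lower with HttQ138 than without it, and 6 were listed at 0 in both libraries. The 165 genes had a median log2 ratio of 2.21 for HttQ138 against w1118 and of 0.00 between the libraries labelled CncCRNAi. Of the 93 genes that rose with both stresses, 84 were among them. In all 199 genes the library labelled CncCRNAi lay above w1118 by a median log2 ratio of 0.87, and attP2, which also carries neither HttQ138 nor Rpn3RNAi, by 0.72. In 100 simulations of an unchanged library against the same w1118 values, with counting error only, genes picked as induced gave a median of 0.03 and at most 0.11, and part of the 0.87 and 0.72 may come from the shared w1118 library. In the 165 genes, whose selection favours high values in CncCRNAi, the medians were 1.06 and 0.93, and 75 genes were at least 3-fold higher in CncCRNAi than in w1118. Set against w1118 in place of CncCRNAi, CncCRNAi+HttQ138 was under 3-fold for 109 of the 199 genes. The difference between the backgrounds was not tested, since each ratio rests on 1 library per condition.

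**Figure D1:**
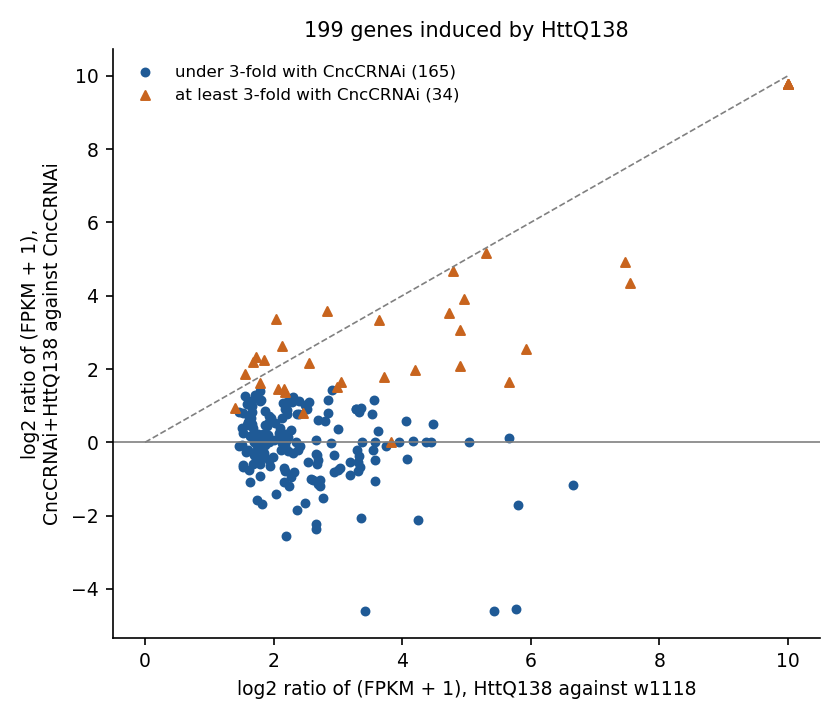
Each point is 1 of the 199 genes that rose with HttQ138, with the log2 ratio of FPKM + 1 for HttQ138 against w1118 on the horizontal axis and for CncCRNAi+HttQ138 against CncCRNAi on the vertical axis; circles are the 165 genes under 3-fold in the second ratio, triangles the 34 others, and the dashed line marks equal ratios. Most circles lie around 0 on the vertical axis, with a median of 0.00, and the triangle at 0 is a gene with values near 0 in both libraries labelled CncCRNAi.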

Induction of 167 of those 200 genes was dependent on CncC (Fig. 4g). 

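Secreted serine proteases of the digestive tract, the Jonah and trypsin families, were in both gene sets more often than genes drawn at random. Jon99Fii (FBgn0039777) rose from 31.9 FPKM in w1118 to 104 in HttQ138 and from 5.71 in attP2 to 305 in Rpn3RNAi, and stood at 19.6 in CncCRNAi and 12.8 in CncCRNAi+HttQ138. Jon65Ai (FBgn0035667) rose from 10.1 to 44.5 and from 2.40 to 96.5 FPKM, and stood at 3.69 and 0.778 in the libraries labelled CncCRNAi, in which cnc was no lower. Of the 25 members of a list of 34 such proteases that reached 10 FPKM in HttQ138, 21 were among the 93 genes that rose with both stresses, where 0.491 would be among as many genes drawn at random, and 17 were among the 165 CncC-dependent genes, where 0.817 would be. The 34 include 6 of the proteases that the paper plots, and without these 15 of 19 were in the first set (0.373 at random) and 11 in the second (0.621 at random).
The other 4 of the 21 were at least 3-fold higher with HttQ138 in the libraries labelled CncCRNAi too, and were named after their values were seen. CG18180 (FBgn0036024) stood at 17.4 FPKM in CncCRNAi and 56.2 in CncCRNAi+HttQ138, Jon74E at 3.72 and 11.9, thetaTry at 1.30 and 9.83, and Jon25Bii at 1.58 and 6.02. Markers of enterocytes other than proteases were in these sets as well. Of 12 that reached 10 FPKM in HttQ138, 3 rose with both stresses (0.236 at random) and 4 were CncC-dependent (0.392 at random), among them mag (FBgn0036996), a lipase chosen after its values were seen, at 2.21 FPKM in w1118 and 11.1 in HttQ138.
Among the lists of other protein metabolism, the lysosomal list of 5 proteases and Lamp1, 8 subunits of the TRiC chaperonin, 10 genes of ubiquitin supply and segregation, 24 cytosolic chaperones and the 20S core, 19S base and 19S lid of the proteasome had 0 members in either set, where 0.118 to 0.719 per list would be at random. Of 92 ribosomal protein genes, 0 were in either set (1.63 and 2.71 at random). Lists with so few members at random cannot show depletion. No GO terms were used here, and the counts refer to these lists alone.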

GO analysis of either the 93 genes induced in both stress conditions, or of the 167 CncC-dependent genes revealed a significant enrichment of genes encoding proteins involved in proteolysis and protein metabolism (Fig. 4f, g; Supplementary Fig. 2). These results indicate a role for the proteostatic checkpoint in inducing protein turnover by stimulating the expression of proteases and proteasome subunits in ISCs (Supplementary Fig. 2b, c). 

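The 8 proteases plotted in Supplementary Fig. 2b rose with HttQ138 and with Rpn3RNAi, and the proteasome subunits were higher with HttQ138 by less than 3-fold. alphaTry (FBgn0003863), a trypsin, rose from 131 FPKM in w1118 to 614 in HttQ138 (4.68-fold, counting interval 4.11 to 5.33) and from 135 in attP2 to 3867 in Rpn3RNAi (28.7-fold, 25.8 to 32.1). It stood at 242 FPKM in CncCRNAi and 206 in CncCRNAi+HttQ138. Bace (FBgn0032049), an aspartic protease, rose from 50.6 to 397 and from 68.2 to 1797 FPKM, and stood at 114 and 89.9 in the libraries labelled CncCRNAi. Jon65Aiv (FBgn0250815), a Jonah protease, rose from 129 to 745 and from 71.9 to 2409 FPKM, and stood at 98.0 and 184.
The 8 had a median ratio of 4.95-fold with HttQ138, 31.3-fold with Rpn3RNAi and 1.69-fold between the libraries labelled CncCRNAi, where 6 had a counting interval above 1 and 2 below. They were picked by the study from these libraries, and are no independent evidence of the direction. Over the list of 34 secreted digestive proteases, 21 of 33 measured members rose with HttQ138, 30 of 31 with Rpn3RNAi and 2 of 28 with HttQ138 in the CncCRNAi background, with median log2 ratios of 2.06, 4.70 and 0.72. Each median lay above all of 10000 random lists matched on expression. The 34 include 6 of the 8 plotted genes, and without them 15 of 27, 24 of 25 and 2 of 22 rose, with medians of 1.86, 4.69 and 0.48 that also lay above all random lists. Between controls, proteases were lower in attP2 than in w1118, with medians of 0.549 times for the 8 and 0.587 times for all 34. With Rpn3RNAi the 34 stood 25.9-fold above attP2 and 15.9-fold above w1118. The share of summed FPKM that these proteases took was 0.129% in w1118, 0.639% in HttQ138, 0.113% in CncCRNAi, 0.171% in CncCRNAi+HttQ138, 0.0841% in attP2 and 2.76% in Rpn3RNAi. The 25 enterocyte markers other than proteases moved in the same comparisons, with 4 of 21 measured members that rose with HttQ138, 13 of 23 with Rpn3RNAi and 0 of 21 with HttQ138 in the CncCRNAi background, where 4 fell.
Of 33 subunits of the 26S proteasome, 32 were higher in HttQ138 than in w1118, with a median ratio of 1.41-fold, and 0 reached 3-fold. Counting intervals lay above 1 for 28 of the 32 subunits that have one. Prosalpha1 (FBgn0263121), a subunit of the 20S core, stood at 66.9 FPKM in w1118 and 142 in HttQ138 (2.12-fold, 1.75 to 2.56), and at 82.8 and 79.8 in CncCRNAi and CncCRNAi+HttQ138. Prosbeta5 (FBgn0029134), which carries the chymotrypsin-like activity, stood at 90.3, 155, 74.8 and 85.7 FPKM, and Rpn11 (FBgn0028694), the deubiquitinase of the lid, at 60.0, 104, 63.2 and 71.8. Rpn3 stood 1.56-fold higher in HttQ138 than in w1118 (1.32 to 1.86), and at 0.877 times its control in the CncCRNAi background (0.716 to 1.07). Prosalpha7 was the 1 subunit with a lower value, 99.8 against 111 FPKM. Between the libraries labelled CncCRNAi, 18 of the 33 were higher with HttQ138, with a median log2 ratio of 0.02, and 6 had a counting interval above 1. The medians of the 20S core, base and lid, at log2 ratios of 0.53, 0.48 and 0.50 with HttQ138, lay above at least 99.32% of matched random lists. attP2, a control without HttQ138 or Rpn3RNAi, was higher than w1118 for 33 of the 33 subunits, and HttQ138 was higher than attP2 for 11. From its GO analysis of the induced sets and the genes plotted in Supplementary Fig. 2b, c, the paper infers a role for the checkpoint in protein turnover, through the expression of proteases and proteasome subunits in ISCs. Beside these libraries, the paper reports by antibody staining that Rpn3 protein rose with HttQ138 in a CncC-dependent way. It also cites ChIP-seq data with CncC binding sites in the rpn3 gene.

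**Figure D2:**
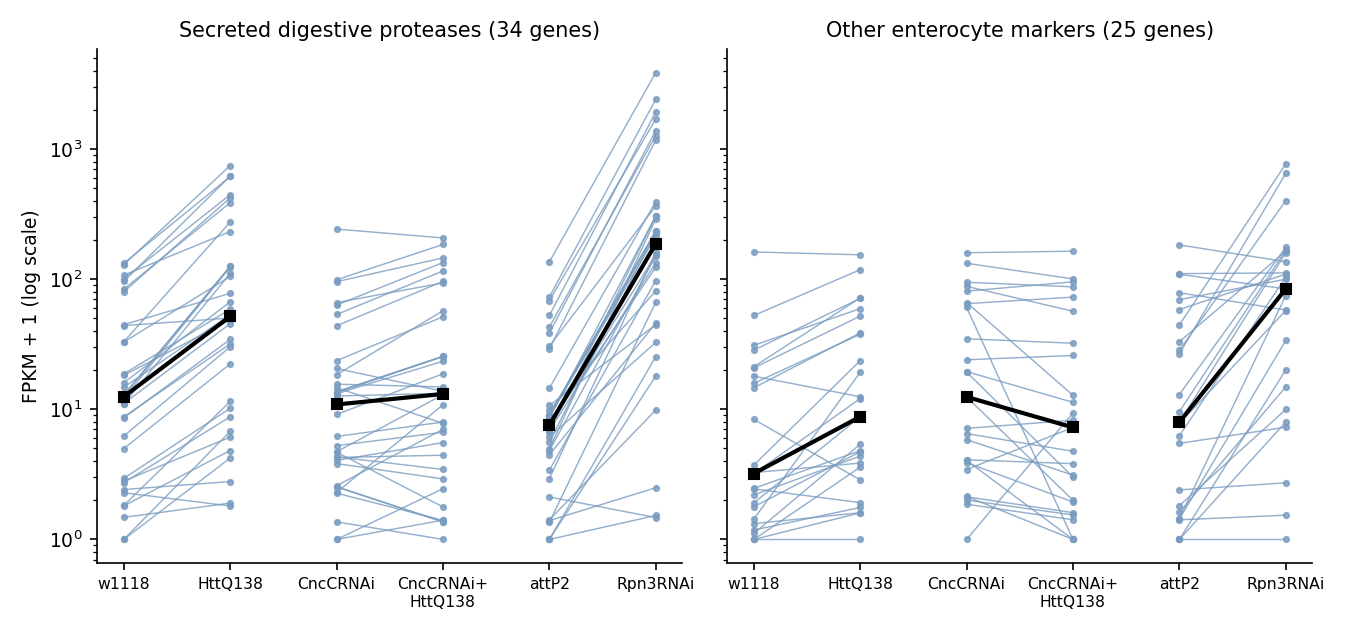
FPKM + 1 on a log scale of 34 secreted digestive proteases (left) and 25 other enterocyte markers (right) in the 6 libraries; each blue line joins 1 gene in a stressed library and its control, and black squares are the median over genes. Of the proteases, 30 rose with Rpn3RNAi and 21 with HttQ138, against 2 between the libraries labelled CncCRNAi.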

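Subunits of the 20S core, the 19S base and the 19S lid stood together at a higher level in Rpn3RNAi than in attP2. Prosalpha4 (Pros28.1, FBgn0004066), a subunit of the outer rings of the core, rose from 93.4 to 329 FPKM (3.53-fold, counting interval 3.12 to 4.01). Rpn10 (Pros54, FBgn0015283), a ubiquitin receptor of the base, rose from 83.3 to 286 FPKM (3.43-fold, 3.04 to 3.88). In the lid, Sem1 (CG13779, FBgn0040954) rose from 131 to 401 FPKM (3.07-fold, with no interval for so short a gene). Rpn3, the targeted gene, was the 1 subunit with a lower value, at a log2 ratio of -0.28.
Of the 33 subunits, 32 were higher in Rpn3RNAi than in attP2, each by at least 2-fold, and 6 rose by the 3-fold rule, these 3 with Prosbeta6 (Pros26), Prosalpha1 and Prosalpha3 (Pros29). Counting intervals lay above 1 for 31 of the 32 subunits with one. The median ratio was 2.60-fold over the 33 genes, and the median log2 ratios were 1.47 in the core, 1.37 in the base and 1.17 in the lid, above at least 99.88% of matched random lists. Their share of summed FPKM was 0.526% in attP2 and 1.53% in Rpn3RNAi, beside 0.322% in w1118 and 0.489% in HttQ138. Uch-L5 (Uch-L3, FBgn0011327), a deubiquitinase that binds the proteasome, stood at 25.1 FPKM in attP2 and 58.1 in Rpn3RNAi.

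**Figure D3:**
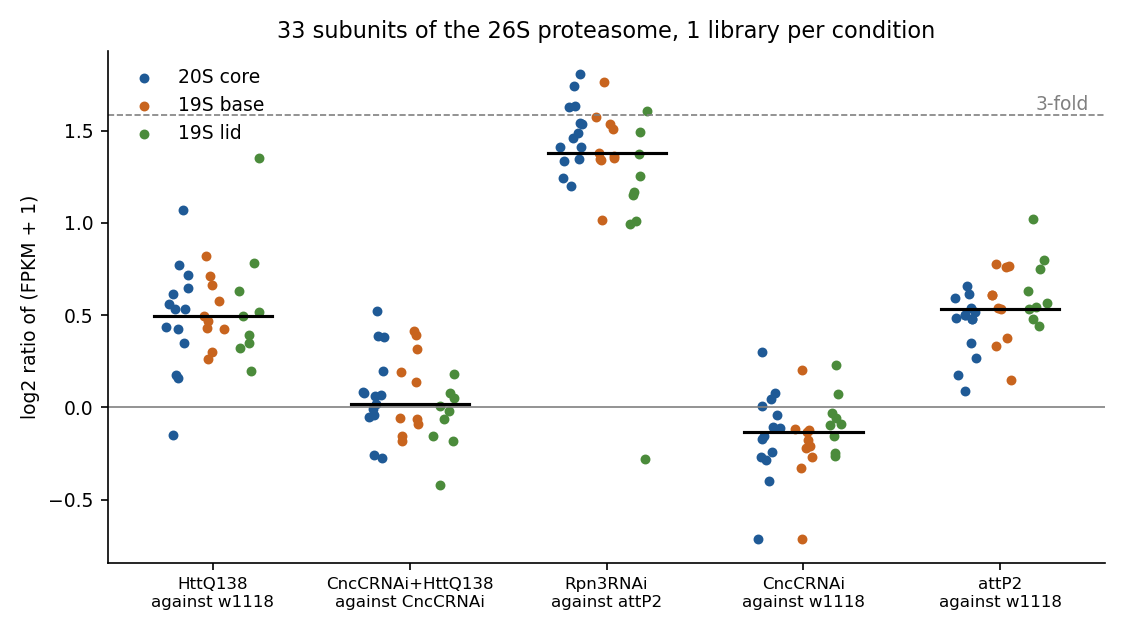
Log2 ratio of FPKM + 1 of the 33 subunits (vertical axis) in 5 comparisons of 1 library with another; points are genes, coloured by 20S core, 19S base and 19S lid, black bars the median over the 33 genes, and the dashed line 3-fold. The medians are 0.50 for HttQ138 against w1118, 0.02 for CncCRNAi+HttQ138 against CncCRNAi, 1.38 for Rpn3RNAi against attP2, -0.13 for CncCRNAi against w1118 and 0.53 for attP2 against w1118.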

Reduction of Rpn3 levels resulted in an upregulation of all proteasome subunits involved in the 20S core, and the 19S base and lid (Supplementary Fig. 2d). Confirming these transcriptome profiling results, we observed a CncC-dependent induction of Rpn3 protein in ISCs and EBs bearing *mRFP-Htt*^*Q138*^ puncta (Supplementary Fig. 2e). Interestingly, the *rpn3* gene contains CncC binding sites according to ChIP-Seq data generated by the ModEncode project^56^, suggesting that *rpn3* is a direct CncC target.

### Decline of the proteostatic checkpoint in aging flies

Aging results in a loss of basal CncC activity in ISCs, limiting proliferative homeostasis and causing epithelial dysplasia^26^. We wondered whether this age-related dysfunction is associated with elevated proteostatic stress in ISCs of old animals.

As a measure for endogenous proteostatic capacity in ISCs, we monitored the aggregation of an mCherry-RFP-Rho1 fusion protein expressed under the control of the endogenous Rho1 promoter (herein referred to as mChFP-Rho1)^57^, as Rho1 has been found to be highly aggregation prone in aging *C. elegans*^58^. We found that ISCs of aging flies accumulate mChFP + puncta, indicating an increase in aggregated Rho1 (Fig. 5a; intensity of the mChFP signal across each cell was used as a metric for Rho1 accumulation, as the observed puncta were very bright, yet heterogeneous in size and shape). This aggregation is associated with changes in proteasome activity: GFP^CL1^, a GFP fused with a degradation signal to induce its proteosomal degradation^59,60^, fails to be degraded in ISCs of aging flies (Fig. 5b). An age-related decline in proteostatic capacity was further supported by the fact that clearance of *mRFP-Htt*^*Q138*^ puncta was impaired in ISCs from old flies (Fig. 5c). Proteostatic responses thus seem to be impaired in ISCs of old flies, and we asked whether this impairment may contribute to the age-related ISC hyperproliferation observed in the *Drosophila* intestine. Indeed, lineage-tracing and *Ecc15* infection experiments showed that ISCs in old flies proliferate even in the presence of *mRFP-Htt*^*Q138*^ (Fig. 5d, e; Supplementary Fig. 3). Consistently, the induction of *dacapo* expression by Htt^Q138^ was impaired in old ISCs (Fig. 5f).

**Fig. 5:**
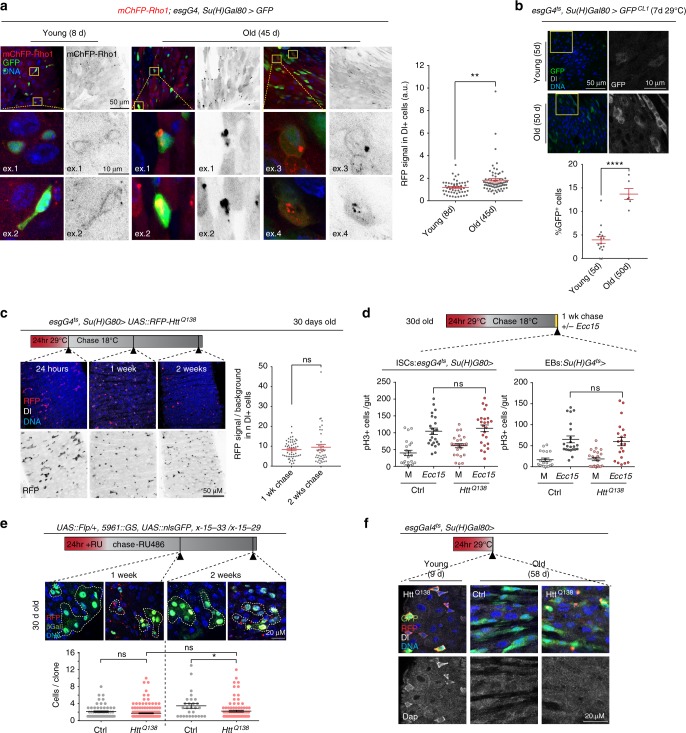
ISCs from old flies fail to activate the proteostatic checkpoint. **a** Young (8 days) or old (45 days) flies expressing mCherryRFP-Rho1 (red/black) under the control of its endogenous promoter; GFP (green). Detailed panels (‘ex.’) showing examples of individual ISCs. Graph: RFP signal normalized to background (*n* = 51 and 69 Dl+ cells from five and eight animals, respectively from two independent experiments). Two-tailed unpaired *t*-test. **b** Flies reared at 18 °C were placed for 7 days at 29 °C when they were 5-days old (young) or 50-days old (old) to express the proteasome reporter GFP^CL1^ specifically in ISCs. % GFP-positive cells within an area of the posterior midgut are shown (*n* = 16 and 6 guts from independent animals). Two-tailed unpaired *t*-test. **c** Experiment as in Fig. 1c, but with 30-day-old flies. RFP signal in Dl+ cells normalized to background (*n* = 52 and 40 from three and three animals respectively, one representative of two independent experiments). mRFP-Htt^Q138^ aggregates in red/black. Two-tailed unpaired *t*-test. **d** Quantification of the number of mitotic cells (pH3+) per guts of 30-day-old flies in which *mRFP-Htt*^*Q138*^ was expressed in ISCs or in EBs for 24 h at 29 °C, placed at 18 °C for 1 week followed by an 8 h *Ecc15* infection. pH3+cells per gut (*n* = 22, 23, 25, 24 (first graph); 20, 22, 22, and 21 (second graph) from independent animals). Two-way ANOVA with Tukey’s. **e** Experiment as in Fig. 1d, but with 30-day-old flies. ISC lineages labelled with anti-βGal (green, yellow outlines), carrying or not mRFP-Htt^Q138^ aggregates (red). One-way ANOVA with Sidak’s (*n* = 61, 176, 28, 96 from 5, 10, 4, and 10 independent animals respectively). **f** Young (9 days) or old (58 days) flies expressing or not *mRFP-Htt*^*Q138*^ transgene in ISCs for 24 h at 29 °C. Dacapo (white), RFP (red). **a**, **b**, **c**, **e**, **f** Images show representative areas in posterior midgut, DNA (Hoechst, blue), experimental timeline indicated. Scale bars: 50 µm (**a**–**c**); 10 µm (insets **a**, **b**); 20 µm (**e**, **f**). Means and s.e.m. shown in all graphs; ns not significant, ****P *<* 0.0001, **P *<* 0.01, *P *<* 0.05. Genotypes in Supplementary Table 1

Since these results suggested that the CncC-mediated proteostatic checkpoint is deficient in ISCs of old flies, we asked whether its activity could be restored by the drug Oltipraz, an activator of Nrf2/CncC^29^. Strikingly, Oltipraz exposure was sufficient to promote proteasome activity in ISCs of old flies (as measured by the degradation of GFP^CL1^; Fig. 6a, Supplementary Fig. 4), and to reduce the accumulation of endogenously aggregating proteins like Rho1 (Fig. 6b). CncC or Atg8 over-expression specifically in ISCs also reduced the accumulation of poly-ubiquitinated protein aggregates in ISCs (Fig. 6c), and old flies that were exposed to Oltipraz after the expression of Htt^Q138^ cleared *mRFP-Htt*^*Q138*^ puncta more efficiently than control animals (Fig. 6d). This was accompanied by a restoration of the inhibition of ISC proliferation after proteostatic stress (Fig. 6e).

**Fig. 6:**
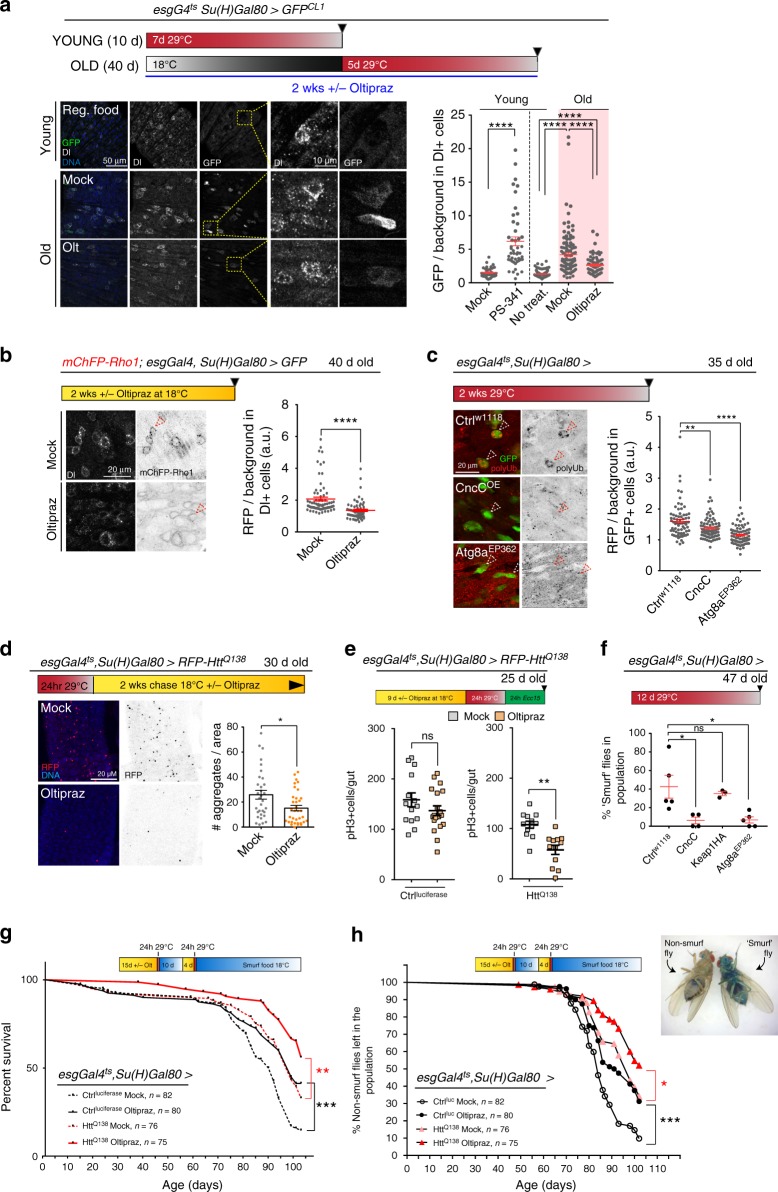
The proteostatic checkpoint can be reactivated in old ISCs. **a** Young or old flies of indicated ages and genotypes were treated as indicated. In one group, food was supplemented for 24 h with 40 µM PS-341 or vehicle. Graph: GFP signal normalized to background (*n* = 37, 47, 98, 116, 86 Dl+ cells from the guts of 5, 4, 11, 11, and 11 animals, respectively, from two independent experiments). Young mock vs. PS-341: Two-tailed unpaired *t*-test. Young and old +/− Oltipraz: one-way ANOVA/Sidak’s. **b** Old flies expressing mCherryRFP-Rho1 (black) under the control of its endogenous promoter, treated as indicated. Graph: RFP signal normalized to background (*n* = 75 and 65 Dl+ cells from the guts of four and five animals, from two independent experiments). Two-tailed unpaired *t*-test. **c** Polyubiquitin (red/black) in posterior midgut of flies of indicated genotypes and treatments. RFP signal normalized to background (*n* = 72, 84, and 71 GFP+ cells from the guts of 8, 7 and 7 independent animals, respectively). One-way ANOVA/Sidak’s. **d** RFP + aggregates (red/black) in posterior midguts of flies with indicated genotypes and treatments. Graph: Number of aggregates per area (*n* = 32 and 35 animals from three independent experiments). Unpaired two-tailed *t*-test. **a**–**d** Images show representative areas in posterior midgut, DNA (Hoechst, blue). Scale bars: 50 µm (**a**); 10 µm (insets **a**); 20 µm (**b**–**d**). **e**, pH3+ cells/gut in flies treated as indicated (*n* = 14, 19, 12, and 12 guts of independent animals, respectively). Unpaired two-tailed *t*-test. **f** Percentage of ‘Smurf’ flies aged for 35d at 18 °C, then 12d at 29 °C on regular food, before being placed on ‘Smurf’ food for 6d at 29 °C (*n* = 5, 4, 3, 5, replicates from two experiments). One-way ANOVA. Example of ‘non-smurf’ and ‘smurf’ flies shown. **a**–**f** Means and s.e.m. shown in all graphs. **g** Survival curve of flies reared and treated at 18 °C with 500 µM Oltipraz or vehicle for the indicated time (see timeline and refer to Methods). **h** Percentage of non-smurf flies treated as in ‘g’ (refer to Methods). **g**, **h** Number of flies used indicated in figure; Mantel-Cox log-rank test. For all graphs, ns not significant, ****P < 0.0001, ***P *<* 0.001, **P *<* 0.01, *P *<* 0.05

Over-expression of CncC promotes epithelial homeostasis in old flies^26^, and we find that over-expression of CncC or Atg8a in ISCs also limits the age-related increase in barrier dysfunction: old animals (50 days old) in which CncC or Atg8a were over-expressed for an extended period of time in ISCs, showed a significant reduction in the leakage of a non-absorbable blue food dye into the blood-like hemolymph (‘Smurf’ assay^61,62^) (Fig. 6f). We asked whether the activation of the proteostatic checkpoint would also extend lifespan and found that intermittent, late-life Oltipraz treatment was sufficient to significantly extend lifespan of wild-type animals, and of animals that had been exposed to proteostatic stress in ISCs by transient over-expression of Htt^Q138^ (Fig. 6g). While this suggested that activating the proteostatic checkpoint is limiting for longevity, these experiments could not differentiate between lifespan extension driven by local effects of Oltipraz on gut homeostasis, or driven by systemic effects of Oltipraz. However, we found that Oltipraz treatment also significantly slowed the progression of intestinal epithelial barrier dysfunction in aging flies (Fig. 6h). These results support the idea that the age-related loss of the proteostatic checkpoint in ISCs contributes to increased mortality in aging flies. Accordingly, stimulating proteostatic capacity in SCs is beneficial for tissue health and longevity (Fig. 7).

**Fig. 7:**
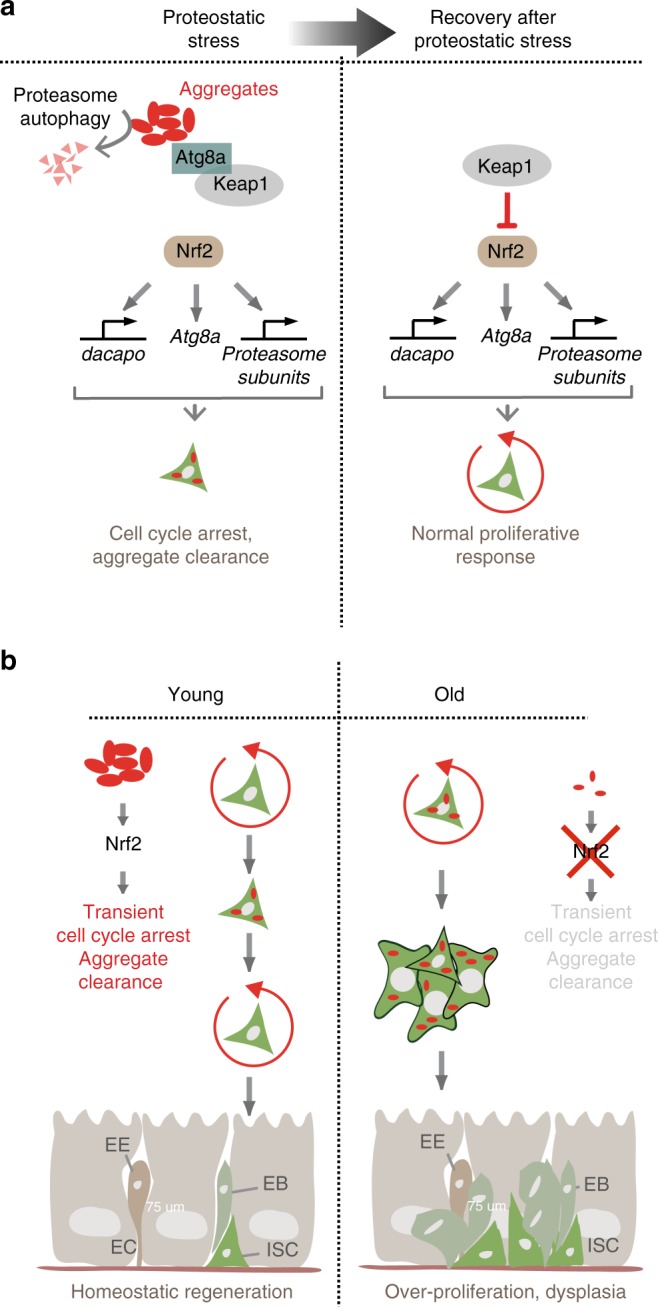
A proteostatic checkpoint in intestinal stem cells. **a** Proposed model for activation of the proteostatic checkpoint in ISCs from young flies during proteostatic stress (i.e., presence of protein aggregates). The autophagy protein Atg8a is needed for Nrf2/CncC activation, and is proposed to act by sequestering Keap1. Activated Nrf2/CncC, leads to the upregulation of Atg8a, and dacapo, a cell cycle inhibitor, as well as genes encoding for proteins involved in aggregate clearance such as proteasome subunits. This Nrf2-mediated upregulation leads to a transient cell cycle arrest and aggregate elimination. Once aggregates are cleared, Nrf2 activity is reduced to basal levels and ISCs return to normal proliferative responses. **b** Proposed role of the proteostatic checkpoint in maintaining epithelial homeostasis. Coupling of a transient cell cycle arrest with aggregate clearance allow maintaining epithelial homeostasis under stress conditions. In older animals, this mechanism breaks down due to inactivation of Nrf2/CncC, resulting in dysplasia

## Discussion

Our work identifies and characterizes a proteostatic checkpoint that allows adjusting SC activity to proteostatic challenges in the intestinal epithelium. We posit that the coordinated control of aggregate clearance and cell cycle progression is critical to ensure long-term tissue homeostasis, prevent the accumulation of damaging protein aggregates in ISCs, and protect differentiated cells from inheriting such aggregates. This process declines with age, likely contributing to the age-related loss of tissue homeostasis.

The central role of Nrf2/CncC in the proteostatic checkpoint is consistent with its previously described and evolutionarily conserved influence on longevity and tissue homeostasis^26,29^, and is likely to be conserved in mammalian SC populations, as Nrf2 has for example been shown to influence proliferative activity, self-renewal and differentiation in tracheal basal cells^27^. It may be unique to somatic SCs, however, as CncC or Nrf2-mediated inhibition of cell proliferation is not observed during development (such as in imaginal discs^26^) or in other dividing cells^63^. Assessing the existence of an Nrf2-induced proteostatic checkpoint in mammalian SC populations will be an important future endeavor.

Mechanistically, our results support a model in which the presence of protein aggregates activates CncC through Atg8a-mediated sequestration of Keap1^36^. In mammals, Nrf2 activation can also be achieved through the interaction of Keap1 with the Atg8a homologue LC3 and p62^32,36^, and ref ^2^p/p62 contributes to the degradation of polyQ aggregates in Drosophila^64^, suggesting that a conserved Atg8a/p62/Keap1 interaction may be involved in the activation of the proteostatic checkpoint. The activation of CncC after cytosolic proteostatic stress described here thus differs mechanistically and in its consequence from the regulation of CncC after other types of protein stress in ISCs: in response to unfolded protein stress in the ER, CncC is specifically inactivated by a ROS/JNK-mediated signaling pathway^24,26^. This mechanism allows ISC proliferation to be increased in response to tissue damage, but can also contribute to the loss of tissue homeostasis in aging conditions^25^. The activation of CncC after cytosolic protein stress, in turn, allows arresting ISC proliferation during protein aggregate clearance. The distinct responses of ISCs to cytosolic or ER-localized proteostatic stress has interesting implications for our understanding of the maintenance of tissue homeostasis. While the XBP1-mediated UPR-ER allows the expansion of the ER and the induction of ER chaperones to deal with a high load of unfolded proteins in the ER, it also stimulates ISC proliferation through oxidative stress and the activation of PERK and JNK. It is tempting to speculate that the sequestration of unfolded proteins within the ER allows ISCs to proceed through mitosis without the possibility of major misregulation, while the presence of cytosolic protein aggregates may be a unique danger to the viability of the cell and its daughters. It seems likely that constitutive activation of autophagy and proteasome pathways during the clearance of cytosolic aggregates is incompatible with the need for intricate regulation of these same pathways during the cell cycle in proliferating ISCs. It will be of interest to explore this hypothesis further in the future.

Our data suggest that the coordination of cell cycle arrest and aggregate clearance is achieved by the simultaneous induction of the cell cycle inhibitor Dacapo and a battery of genes encoding proteins involved in proteolysis. While we were able to detect *dacapo* transcript expression in ISCs by fluorescent in situ hybridization at 24 h after Htt^Q138^ expression, it remains unclear whether Dacapo is induced directly by CncC or via the action of a CncC target gene. It is surprising that we have not observed transcriptional induction of autophagy genes in our RNAseq experiment, but it is possible that this is due to the fact that we only sampled one timepoint after induction of protein aggregates. 

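Autophagy genes stood lower in HttQ138 than in w1118, and 0 of 22 measured members of the list rose in any of the 3 comparisons. Atg8a (FBgn0052672), which is conjugated to the membrane of forming autophagosomes, stood at 532 FPKM in w1118 and 289 in HttQ138 (0.544 times, counting interval 0.501 to 0.590), and at 494 in attP2 and 284 in Rpn3RNAi (0.575 times, 0.527 to 0.626). Atg1 (FBgn0260945), the kinase that starts autophagy, stood at 21.7 and 12.9 FPKM in the first pair and 15.6 and 15.6 in the second. ref(2)P (FBgn0003231), the p62 homologue that carries ubiquitinated cargo, stood at 267 FPKM in attP2 and 637 in Rpn3RNAi (2.38-fold, 2.26 to 2.51), under 3-fold, and at 179 and 174 with HttQ138.
With HttQ138 the list had a median log2 ratio of -0.58, below all of 10000 matched random lists, 19 of 22 members lower and 15 of 22 counting intervals below 1. With Rpn3RNAi the median was -0.05, at the 63.55th percentile, with 13 members lower. Between the libraries labelled CncCRNAi, in which cnc was no lower, the median was -0.32 with 17 members lower, at the 2.06th percentile, which became the 5.65th with a pseudocount of 10 FPKM and the 15.94th with a mean of at least 10 FPKM, both within the range of the random lists. Without HttQ138, the library labelled CncCRNAi lay below w1118 as well, with a median of -0.14 at the 0.8th percentile and 14 of 22 members lower, while attP2 had a median of 0.03 against w1118. By antibody staining the paper reports more Atg8a protein in ISCs with Rpn3RNAi (Fig. 4a), which is protein and not RNA, after a longer expression and in ISCs alone. The libraries cover 1 time point per stress.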

Since the transcriptional response of autophagy genes is likely very dynamic, a more time-resolved transcriptome analysis during aggregate formation and clearance may have captured such a response.

It is further notable that *dap* deficient ISC clones exhibit a significantly higher aggregate load in our experiments than wild-type ISC clones. This suggests that the induction of proteolytic genes and of cell cycle regulators is not only coincidentally linked by CncC, but that aggregate clearance and the cell cycle arrest mediated by Dacapo need to be tightly coordinated for effective ISC proteostasis. It will be interesting to explore the mechanism of this requirement in the future. It is tempting to speculate that, as the elimination of protein aggregates requires an increase in proteasome activity, and proteasome activity can influence cell cycle timing^65^, cell cycle inhibition is a critical safeguard against de-regulation of normal cell cycle progression.

Our data suggest that Atg8a induction in ISCs experiencing proteostatic stress may serve a dual purpose—sustained activation of the proteostatic checkpoint as well as increased autophagy flux. This dual role is distinct from other autophagy components like Atg1, since Atg1 over-expression, an efficient way of promoting autophagy in *Drosophila* cells^55^, counteracts the checkpoint rather than promoting it. Exploring the relative kinetics of Atg8a and Atg1 induction in ISCs after proteostatic stress is likely to provide deeper mechanistic insight into the regulation of the proteostatic checkpoint.

Critically, the proteostatic checkpoint is reversible. Based on our data and previous studies, we propose that upon clearance of aggregates, the Keap1/Atg8a interaction is decreased, thus releasing Keap1 to inhibit CncC^36^ (Fig. 7a). Our lineage-tracing studies show that this allows re-activation of ISC proliferation and recovery of normal regenerative responses.

The loss of proteostatic checkpoint efficiency in ISCs of old guts is likely a consequence of the age-related inactivation of CncC in these cells (possibly caused by chronic oxidative stress^26,29^) (Fig. 7b). Accordingly, reactivating Nrf2/CncC in the gut by overexpressing CncC is sufficient to restore epithelial homeostasis in the intestine of old flies^26^, and we find that exposing animals to Otipraz intermittently late in life promotes epithelial barrier function and extends lifespan.

Since Nrf2/CncC and other components required for the proteostatic checkpoint are conserved across species, we anticipate that our findings will be relevant to homeostatic preservation of adult SCs in vertebrates. Supporting this view, mammalian Cdkn1a (p21) has been described as an Nrf2 target gene^66^. Transient activation of Nrf2 may thus be a viable intervention strategy to improve proteostasis and maintain regenerative capacity in high-turnover tissues of aging individuals.

## Methods

### *Drosophila* stocks, culture, and treatments

Flies were raised on standard yeast/molasses food containing 13.8 g agar, 22 g molasses, 75 g malt extract, 18 g dry inactivated yeast, 80 g corn flour, 10 g soy flour, 6.25 ml, propionic acid, 2 g methyl 4-hydroxybenzoate, 7.2 ml ethanol (200 proof) and water up to 1 L. Flies were maintained at 25 °C and 65% humidity on a 12 h light/dark cycle, unless otherwise indicated. Only mated (for at least 3 days) female animals were used in all experiments.

The following strains were obtained from the Bloomington Drosophila Stock Center: *w*^*1118*^, Ctrl^Attp2^ (P{CaryP}attP2, BL36303), Rpn3^RNAi^ (P{TRiP.HM05247}attP2, BL30503), Rpn2^RNAi^ (P{TRiP.HMS00533}attP2, BL34961), RPT6R^RNAi^ (P{TRiP.HMS01330}attP2, BL34342), dap^4^ ^52^ (BL6639), dap^RNAi^ (P{TRiP.HMS01610}attP2, BL36720)^67^, UAS::Atg1 (BL60734)^68^, mChFP-Rho1 (P{mChFP-Rho1}10, w*, BL52280) and Atg8^EP362^ (P{EP}Atg8aEP362, BL10107). The following lines were obtained from the Vienna Drosophila RNAi Center: *CncC*^*RNAi*^ (VDRC 108127, Transformant ID KK101639); Atg8a^RNAi^ (VDRC 109654, Transformant ID KK102155) tested previously in^69^; and attP^Ctrl^ (KK lines RNAi control, VDRC 60100). The following lines were gifts: UAS::mRFP-Htt^Q138^ ^43^) from T. Littleton (MIT, Boston MA), GstD1::LacZ, CncC^VL110^ and UAS::Keap1HA^29^ from D. Bohmann (University of Rochester, USA); X-15-29 and X-15-33^47^ from N. Perrimon (Harvard, USA); 5966::GeneSwitch^70^ from B. Ohlstein (Columbia University, USA), esg::Gal4,Su(H)GBE::G80,UAS::2XEYFP,tub::G80^ts 46^ from S. Hou (NIH, USA), UAS::GFP-CL1 from Udai Pandey (University of Pittsburg).

See Supplementary Table 1 for specific genotypes used in each experiment.

For the conditional expression of UAS-linked transgenes we used the TARGET system^46^. The esg::Gal4 driver was combined with Gal80, a temperature-sensitive Gal4 inhibitor driven by a tubulin promoter (i.e., tub::Gal80^ts^). All fly crosses were maintained at 18 °C to avoid gene expression. Progeny of these crosses were collected and aged at 18 °C. Mated female’s progeny with the indicated age were shifted to the restrictive temperature of 29 °C for the time indicated to allow gene expression. For chase experiments, flies were placed at 29 °C for 24 h then shifted back to 18 °C and dissected at various time points.

For RU486 (mifepristone) food supplementation, 100 µl of a 5 mg/ml solution of RU486 in ethanol 80% or vehicle (ethanol 80%) was deposited on top of the food and dried for at least 16 h to ensure complete evaporation, resulting in a 0.2 mg/ml concentration of RU486 in the food accessible to flies (previously tested in ref. ^22^). Flies kept at 25 °C were fed on RU486 food or mock for 24 h and dissected at 1 week or 2 weeks after treatment.

For Oltipraz (LKT laboratories, Inc. Cat. No. O4578) food supplementation, 10 ml solution of 50 mM Oltipraz diluted in 10% DMSO diluted in water (or for mock treated, 10% DMSO in water) was added to 1 L of melted fly food (cooled to ~65 °C) for a final concentration of 500 µM Oltipraz in 0.1% DMSO. Food was mixed well and poured into vials. Flies were aged at 18 °C on regular food, and at the indicated age flies were fed food with or without Oltipraz for the time indicated at 18 °C. Food was replaced every 2–3 days.

PS-341 (also known as Bortezomib, APExBIO Cat. No. A2614) was used in young flies as positive control since it inhibits proteasome activity. For PS-341 treatment the protocol from^39^ was slightly modified. Briefly, 100 ml of fly food was melted and divided in two flasks: to 48 ml of melted food (cooled to ~65 °C) it was added 2 ml of a 1 mM solution of PS-341 diluted in water (to obtain a final concentration in food of 40 µM PS-341) and to the other 48 ml it was added 2 ml of water only (mock food). Food was mixed well and poured into vials. Flies were aged at 18 °C until the age indicated and placed for 6 d at 29 °C on regular food, and then treated with food +/−PS-341 for 24 h at 25 °C.

For the ‘Smurf’ assay, the protocol from^61,62^ was slightly modified. Briefly, regular fly food was melted and mixed with FD&C blue dye #1 for a final concentration of 2.5% (w/v). Flies at the desired aged were switched from regular food to ‘Smurf’ food for 6 consecutive days, counting the number of Smurf flies per vial every day. Food was replaced every 2 days.

Lifespan assay was done following protocol from ref. ^71^. Briefly, to calculate survival curves and percentage of non-smurf flies in a population, flies were reared at similar densities at 18 °C, mated for three days, and then females were separated into vials with regular food while aging at 18 °C. When flies were 30 days old, these were switched to food containing 500 µM Oltipraz or vehicle (recipe explained above) for 15 days. After treatment, flies were put back on regular food and placed at 29 °C for 24 h to induce transgene expression, and then placed back on regular food containing blue dye for 10 days at 18 °C. This protocol was repeated at 56 days of age (4 days Oltipraz and 24 h 29 °C). Dead flies were counted every three days, and the number of live ‘smurf’ flies were quantified accordingly. To obtain the percentage of non-smurf flies in populations of flies treated with Oltipraz or vehicle, quantification of smurf flies started right after feeding Smurf food for the first time (from 46 to 102 days old).

This study complies with all relevant ethical regulations for animal testing and research required for the use of *Drosophila melanogaster* as an animal model. As per NIH regulations, no ethical approval was needed for work with *Drosophila melanogaster*.

### Immunohistochemistry and microscopy

Intact guts from adult female flies were dissected in PBS, fixed in fixative solution (4% formaldehyde in a pH 7.5 solution containing 100 mM glutamic acid, 25 mM KCl, 20 mM MgSO_4_, 4 mM sodium phosphate dibasic, 1 mM MgCl_2_), washed twice in wash buffer (1× PBS, 0.5% bovine serum albumin and 0.1% Triton X-100) first for 10 min at room temperature (RT), and then for 1 h at 4 °C in a shaker. Primary and secondary antibodies were incubated overnight at 4 °C or for 4 h at RT. All antibodies were diluted in wash buffer. For the immunostaining of Delta antibody we used a methanol-heptane fixation method described in ref. ^72^ followed by the above described wash steps and antibodies incubations. Hoechst was used to stain DNA. All Images were taken on a Zeiss LSM 710 or a Leica SP5 confocal microscope and processed using Adobe Photoshop, Illustrator and FIJI is just Image J (FIJI).

### Antibodies

Commercial primary antibodies and dilutions were used as following: mouse anti-mono- and polyubiquitinylated proteins, 1:100 (FK2 clone, Enzo Cat. No. BML-PW8810); rabbit antiphospho-Histone H3 Ser10, 1:1000 (EMD Millipore Cat. No. 06-570); mouse anti-Rpn3/PSMD3 (G-1), 1:500 (Santa Cruz Biotecnology Inc Cat. No. sc-393588); Rabbit anti-β-galactosidase (Cappel MP Biomedicals, 1:500); mouse anti-Armadillo (DSHB, 1:100), mouse anti-Prospero (DSHB, 1:100) and mouse anti-Dacapo (DSHB, 1:4). Rat anti-Delta antibody, 1:500, was a gift from M. Rand (University of Rochester, USA). Rabbit anti-Atg8a, 1:200, was a gift from G. Juhasz (Eotvos Lorand University, Hungary). Fluorescent secondary antibodies were from Jackson Immunoresearch.

### Fluorescence quantification

Fluorescent quantification was performed in FIJI ImageJ by selecting an ROI, measuring the mean intensity of that area, and subtracting background intensity for the respective channel in an area next to the cell quantified. For the quantification of protein aggregates, first an ROI with a fixed area in the fly posterior midgut was selected and the number of aggregates per area was quantified using FIJI cell counter plug in. Each graphed point represents the sum of aggregates from the three individual ROIs per fly posterior midgut.

### Fluorescent in situ hybridization

Seven wandering L3 larvae (genotype: *esg::Gal4*^*ts*^) were collected, homogenized and its RNA extracted using RNeasy Plus Mini Kit Qiagen (Cat. No. 74134). cDNA synthesis was done using iScript cDNA synthesis kit. Primers used to amplify *dacapo* cDNA to generate a probe expanding exon–exon junctions were: Forward 5′-AGCGCCATCAAGAACTGGCCACG-3′ and Reverse 5′- CTCCAGCGGTGGATTTGGGTTGG-3′. The 510 base pair PCR product was cloned into a pCRII-Topo vector using a TOPO TA Cloning kit (Invitrogen Cat. No. K4600-01) and directionality of insert was verified by Sanger sequencing. Vector was linearized with EcoRV or SpeI. (New England Biolabs) Transcription of *dacapo* and fluorescent labelling of antisense and sense probes was done following manufacturer’s instruction of the FISH Tag RNA Multicolor kit (Invitrogen Cat. No. MP 32956). In situ hybridization was performed using a protocol adapted from the one suggested in FISH Tag RNA Multicolor kit (Invitrogen Cat. No. MP 32956).

### Cell sorting and RNA-seq analysis

Intact guts from 7-day-old adult female flies (~100 guts per sample) were dissected in cold PBS supplemented with 1% bovine serum albumin and 2% fetal bovine serum. Tissues (~100 guts per sample) were trypsinized twice using 0.5% Trypsin EDTA (Gibco Cat.No.15400054) for 30 min on rocker at RT each time, and at each step all cells in suspension were collected. All recovered cells were pooled and washed in cold PBS supplemented with 1% bovine serum albumin and 2% fetal bovine serum. Cells in suspension were passed through the fine mesh of a cell-strainer cap of a 5 ml polystyrene-round bottom tube (Cat. No.Falcon 352235) and then all GFP-positive cells (GFP was driven by *escargot* promoter expressed in ISCs and EBs) were sorted using FACS. Total RNA was isolated from sorted cells using Trizol reagent, and used as template to generate RNA-seq libraries for Illumina MiSeq sequencing (150 bp paired-end reads were obtained). Reads were mapped to the *Drosophila* genome (release 5.75) using a standard Tuxedo suite pipeline, and FPKM (Fragments Per Kilobase per Million reads) values were recorded for each gene. Analysis of the data was done in Excel, and Gene Ontology analysis was performed using tools at Flymine.org.

### Paraquat exposure and bacterial infection

For paraquat exposure experiments, young flies (7–14 days old, raised at 18 °C) were dry fast for 1.5–4 h and then fed 5% sucrose (Mock treated) or 5% sucrose with 5 mM or 7.5 mM Paraquat (Methyl viologen dichloride hydrate, Sigma-Aldrich, Cat. No. 856177) on Whatman filter paper (GE Healthcare Life Sciences Cat. No. 1003-323) above a ¼ piece of Light-Duty Tissue Wipe (VWR Cat. No. 82003-820) for 24 or 20 h, respectively. After treatment, any dead flies were counted, and rest of flies were flipped into a new vial containing normal food and placed at 29 °C for 24 h. After incubation at 29 °C, dead flies were counted. Plotted is the mean (as percentage) of alive flies (i.e., survivors) after 29 °C incubation over total flies treated.

*Ecc15* infection experiments were similarly done as described in ref. ^48^. Briefly, *Ecc15* was cultured in LB medium for ~20 h at 30 °C. Flies were dry fast for 2 h and fed 400 µl of concentrated bacteria in 5% sucrose or same volume of 5% sucrose (mock treated) for the time indicated.

### Statistical analyses

Data was plotted as the mean +/− standard error of the mean. For comparison of only two groups data was analyzed using a student *t*-test and for a comparison of three or more group we performed one-way ANOVA with multiple comparison test. For *Ecc15* infection experiments, and survival experiments we performed a two-way ANOVA with Sidak’s or Tukey’s multiple comparison test. For the data generated after *Ecc15* infection experiments we performed a Grubbs’s Outlier test (also known as Extreme Studentized Seviate method) for each group before analyzing the data using a statistical test. All statistical analyses were performed using Prism (GraphPad Prism v7.02).

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

RNAseq data is available at Gene Expression Omnibus (GEO) database under the accession number GSE125385.

# Supplementary material for: Loss of a proteostatic checkpoint in intestinal stem cells contributes to age-related epithelial dysfunction
**Source:** Nat Commun. 2019 Mar 5;10:1050. doi: 10.1038/s41467-019-08982-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

Loss of a proteostatic checkpoint in intestinal stem cells contributes to age-related epithelial dysfunction

Imilce A. Rodriguez-Fernandez^{1,2}, Yanyan Qi¹ and Heinrich Jasper^{1,2,3*}

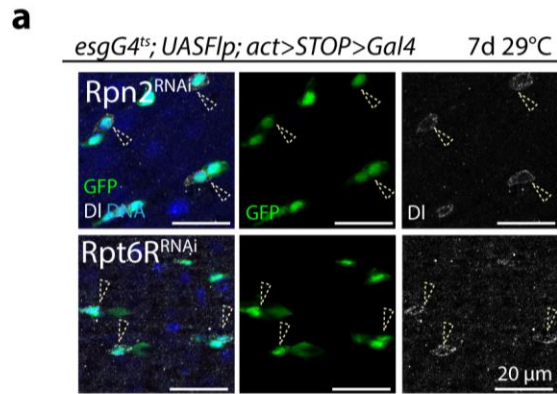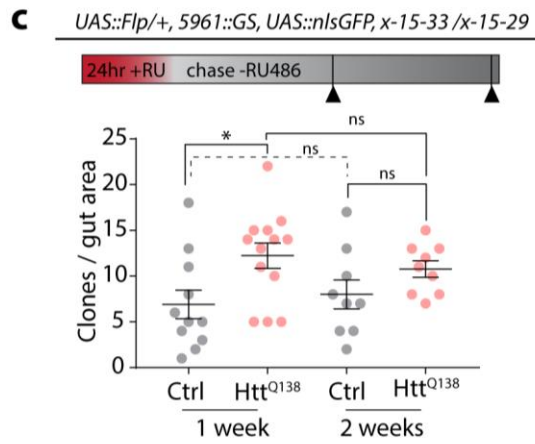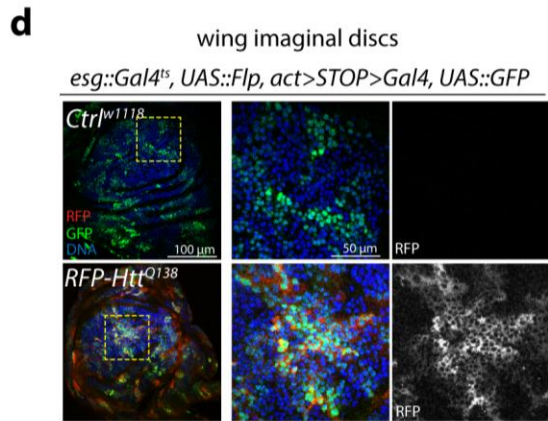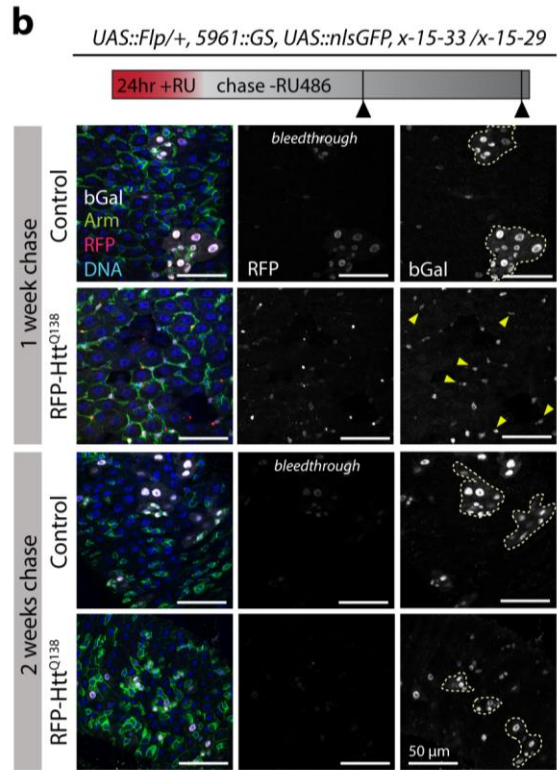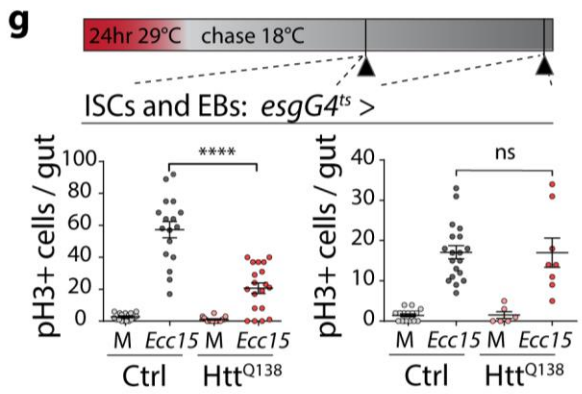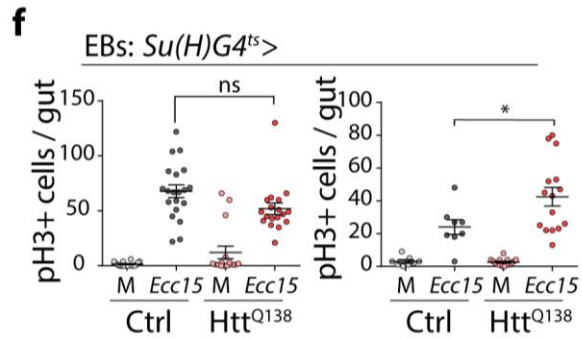

Supplementary Figure 1. a, Representative area of 6-day-old fly posterior midguts carrying GFP-marked lineages (green) derived from ISCs expressing *Rpn2^{RNAi}* or *Rpt6R^{RNAi}* (using a Flp-out strategy). Images of control lineages and quantification of cell numbers per clones are found in Fig. 1A. Immunohistochemistry was performed with anti-Delta antibody to label ISCs (white). **b**, Lower magnification of the lineages shown in Fig. 1d. ISC lineages are labelled with β -galactosidase (β gal, green) using Flp-mediated somatic recombination of a split lacZ gene (X-15-33/x-15-29), carrying or not *mRFP-Htt^{Q138}* (RU486-inducible ISC/EB driver 5961::GS). ISC-derived clones express β gal (white) and are outlined by yellow lines. Yellow arrowheads point to single β gal-labeled ISCs. *mRFP-Htt^{Q138}* aggregates are shown in red (first panel) or white (second panel). anti-Armadillo antibody was used to stained cell membranes (green). **c**, Number of β -galactosidase-positive clones (i.e. lineages) per area in the posterior midgut of flies were quantified at the indicated timepoints. This quantification relates to Fig. 1d and Fig. S1b (**b**). Means and s.e.m. of numbers of clones / gut area are shown (n = 11, 13, 9, 9, respectively). 1-way ANOVA with Sidak's multiple comparisons test: ns, not significant * P = 0.0301. **d**, Representative images of 3rd instar larvae wing imaginal discs carrying GFP-marked lineages (green) derived from ISCs expressing or not *mRFP-Htt^{Q138}* (red) (using a Flp-out strategy). **a**, **b**, **c**, Hoechst was used to stain DNA (blue), scale bars indicated in figure. **d**, Selective expression of *mRFP-Htt^{Q138}* in ISCs and EBs (*esg::Gal4^{ts}*) of 6-day-old flies for 24 h or infected for 8 h one week after *mRFP-Htt^{Q138}* expression (first graph) or infected for 8 h two weeks after *mRFP-Htt^{Q138}* expression (second graph). Flies were dissected at the specified time points and guts were subjected to immunohistochemistry with anti-phospho-Histone H3 (pH3) antibody to label mitotic ISCs. Means and s.e.m. of numbers of pH3+ cells per gut are shown (n=17, 17, 16, 19 (1 week-time point); and 117, 19, 6, 8 (2 weeks-time point), respectively). **e**, Experiment was done as in (**d**), with the exception that *mRFP-Htt^{Q138}* was expressed in EBs (*Su(H)::Gal4^{ts}*). Means and s.e.m. of numbers of pH3+ cells per gut are shown (n=18, 20, 16, 18 (1 week-time point); and 8, 8, 15, 15 (2 weeks-time point), respectively). **d**, **e**, 2-way ANOVA with Tukey's multiple comparisons test: ns, not significant, **** P < 0.0001, * P < 0.01. Genotypes in Table S1.

a

Fluorescent In situ Hybridization

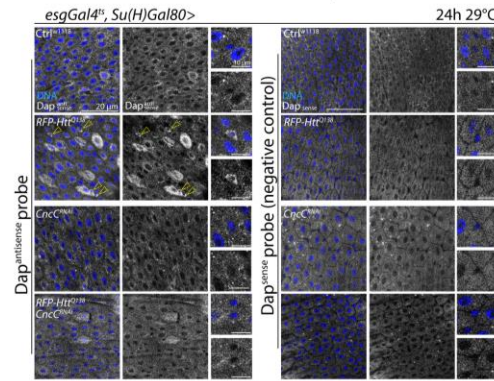**b**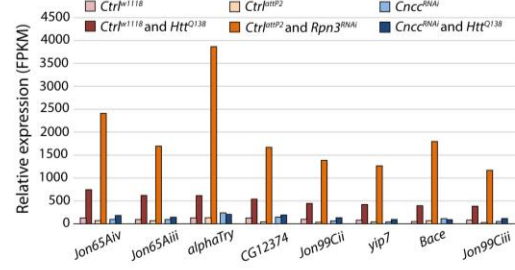**c**CncC-dependent induction of selected subunits of the *Drosophila* 26S proteasome in response to Htt^{Q138} aggregates in ISCs and EBs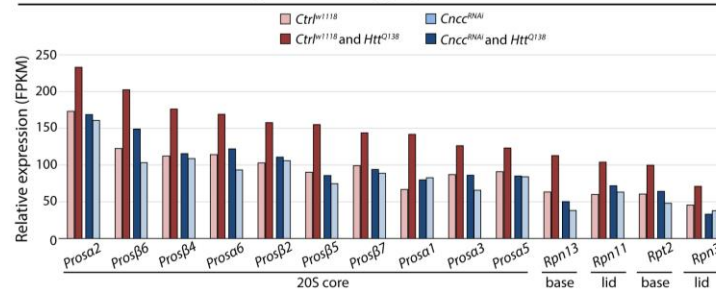**d**Induction of subunits of the *Drosophila* 26S proteasome in response to Rpn3 knockdown in ISCs and EBs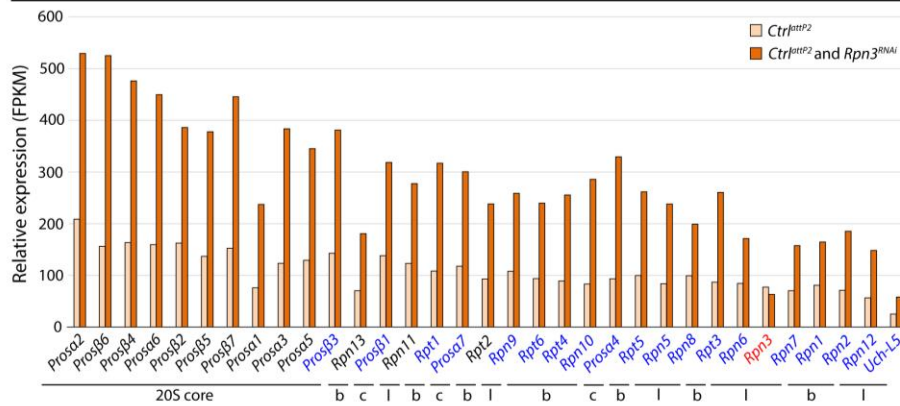**e**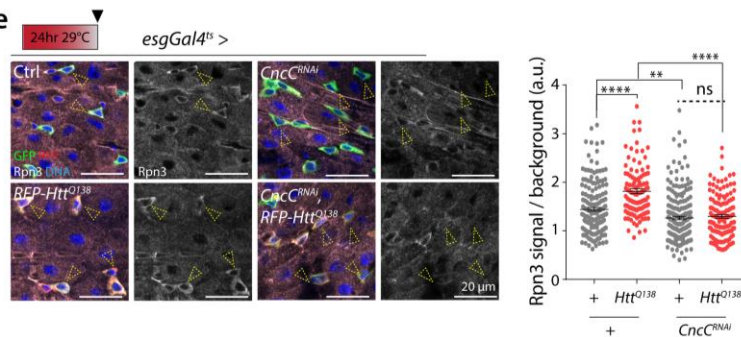

Supplementary Figure 2. a, Lower magnification of images shown in Fig. 4d. Fluorescent *In situ* hybridization of whole guts of 7-day-old flies after they were placed for 24 hours at 29°C to express or not in their ISCs RFP-Htt^{Q138} with or without CncC^{RNAi}. Shown in white is *dacapo* anti-sense probe labeled with 647(Cy5) fluorophore. *dacapo* sense probes was used as a negative control since it should not hybridize to *dacapo* mRNAs. DNA was stained with Hoechst (blue) and scale bars indicated in figure. **b**, Plotted is the relative expression as FPKM (Fragments Per Kilobase Million) for 8 proteases that are highly induced in sorted ISCs and EBs (*esg*⁺ cells) upon: *mRFP-Htt^{Q138}* expression for 2 days at 29°C (red bars) compared to its control (*Ctrl^{w1118}*, pink bars), and *Rpn3^{RNAi}* expression for 4 days at 29°C (orange bars) compared to its control (*Ctrl^{attp2}*, yellow bars). The *RFP-Htt^{Q138}*-dependent induction is abolished when CncC^{RNAi} is co-expressed in sorted *esg*⁺ cells: CncC^{RNAi}; *mRFP-Htt^{Q138}* expression for 2 days at 29°C (blue bars) compared to its control (CncC^{RNAi}, light blue bars). **c**, Plotted is the relative expression (FPKM values) for 14 genes encoding 20S core, base, or lid components of the *Drosophila* 26S proteasome that are highly induced in sorted *esg*⁺ (i.e. ISCs and EBs) cells upon *mRFP-Htt^{Q138}* expression for 2 days at 29°C (red bars) compared to its control (*Ctrl^{w1118}*, pink bars). The *mRFP-Htt^{Q138}*-dependent induction is abolished when CncC^{RNAi} is co-expressed in sorted *esg*⁺ cells: CncC^{RNAi}; *mRFP-Htt^{Q138}* expression for 2 days at 29°C (blue bars) compared to its control (CncC^{RNAi}, light blue bars). **d**, Plotted is the relative expression (FPKM values) for 33 genes encoding 20S core, base (b), or lid (l) components of the *Drosophila* 26S proteasome that are highly induced in sorted *esg*⁺ cells upon *Rpn3^{RNAi}* expression for 4 d at 29°C (orange bars) compared to its control (*Ctrl^{attp2}*, yellow bars). **e**, Representative area in the posterior midgut of flies expressing or not *mRFP-Htt^{Q138}* aggregates (red) in ISCs and EBs (green, *esg::Gal4^{ts}*). Guts were subjected to immunohistochemistry with anti-Rpn3 antibody (white) and stained with Hoechst (blue, DNA). Scale bars indicated in figure. Means and s.e.m. of Rpn3 (Cy5) signal normalized to background in GFP⁺ cells (n=181, 108, 214, and 145). 1-way ANOVA with Sidak's multiple comparisons test: ns, not significant, **** *P* < 0.0001, ** *P* = 0.0014.

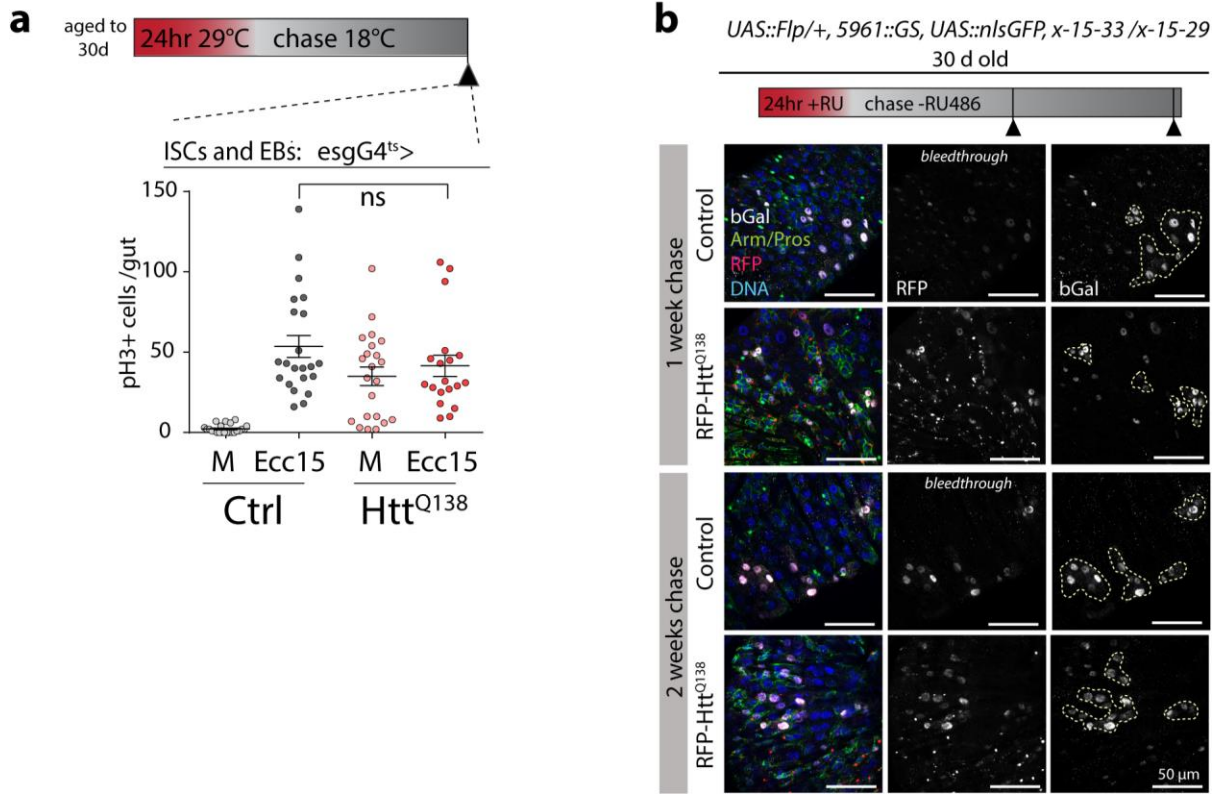

Supplementary Figure 3. a, Selective expression for 24 h at 29°C of *mRFP-Htt^{Q138}* in ISCs and EBs (*esg::Gal4^{ts}*) from 30-day-old flies followed by a 1-week chase period at 18°C and later an 8 h *Ecc15* infection. Intestines were immunostained with anti-pH3 antibody to label mitotic ISCs. Means and s.e.m. of the number of pH3+ cells per gut ($n = 23, 22, 22, 19$ guts, respectively). 2-way ANOVA with Tukey's multiple comparisons test: ns, not significant. **b**, Lower magnification of Flp-out lineages presented in Fig. 4C. ISC-derived clones express β gal (white) and are outlined by yellow lines. *mRFP-Htt^{Q138}* aggregates are shown in red (first panel) or white (second panel). anti-Armadillo antibody was used to stained cell membranes and anti-prospero antibody was used to detect enteroendocrine cells (both markers are shown in green in the first panel). Hoechst (blue) was used to label DNA. Scale bar indicated in figure.

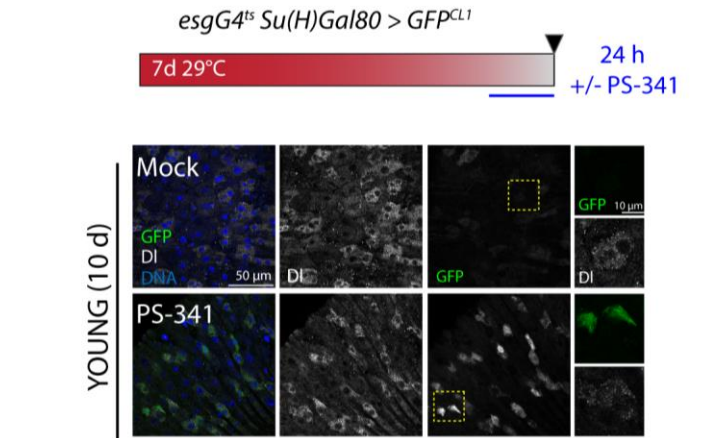

Supplementary Figure 4. Representative images of the posterior midgut of young flies (10-days old) after immunostaining using anti-DI (gray: 1st and 2nd panel and lower inset). Hoechst (blue) was used to label DNA. As a positive control for the GFP^{CL1} proteasome activity reporter, flies (*esg::Gal4^{ts}, Su(H)::Gal80*) carrying a transgene expressing GFP^{CL1} (green: 1st panel and top inset: gray: 3rd panel) were placed for 6 days at 29°C and then treated for 24 h with food supplemented or not with 40 μM PS-341 (proteasome inhibitor). The GFP signal in DI+ cells was quantified and is shown in Fig. 6a. Scale bar indicated in figure.

Supplementary Table 1. Genotypes of flies used in each figure panel.

Fig. #	Genotype
Fig. 1	
1a	w¹¹¹⁸/y¹,sc*,v¹; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+; UAS-Flp, Actin>CD2>Gal4/attP2<br>where attP2 = P{CaryP}attP2 w¹¹¹⁸/y¹,sc*,v¹; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; UAS-Flp,<br>Actin>CD2>Gal4/UAS::Rpn3^{RNAi}<br>where Rpn3^{RNAi} = P{TRiP.HM05247}attP2
1b	w¹¹¹⁸/y¹,sc*,v¹; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+; UAS-Flp, Actin>CD2>Gal4/attP2<br>where attP2 = P{CaryP}attP2 w¹¹¹⁸/y¹,sc*,v¹; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; UAS-Flp,<br>Actin>CD2>Gal4/UAS::Rpn3^{RNAi}<br>where Rpn3^{RNAi} = P{TRiP.HM05247}attP2 w¹¹¹⁸/y¹,sc*,v¹; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; UAS-Flp,<br>Actin>CD2>Gal4/UAS::Rpn2^{RNAi}<br>where Rpn2^{RNAi} = P{TRiP.HMS00533}attP2 w¹¹¹⁸/y¹,sc*,v¹; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; UAS-Flp,<br>Actin>CD2>Gal4/UAS::Rpt6R^{RNAi}<br>where RPT6R^{RNAi} = P{TRiP.HMS01330}attP2
1c	w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /UAS::mRFP-Htt ^{Q138}
1d	w¹¹¹⁸; UAS::Flp/5961::GS, UAS::nlsGFP, x-15-33 /x-15-29 ; +/+ w¹¹¹⁸; UAS::Flp/5961::GS, UAS::nlsGFP, x-15-33 /x-15-29; UAS::mRFP-Htt^{Q138}/+
1e -1g	w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}
Fig. 2	
2a	w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸; esg::Gal4, UAS::2xYFP/UAS::CncC^{RNAi}; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/UAS::CncC^{RNAi}; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}<br>where CncC^{RNAi} = P{KK101639}VIE-260B (from VDRC# 108127) w¹¹¹⁸; esg::Gal4, UAS::2xYFP/UAS::Keap1HA; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/UAS::Keap1HA; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}
2b	w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}

	w¹¹¹⁸; esg::Gal4, UAS::2xYFP/UAS::CncC^{RNAi}; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/UAS::CncC^{RNAi}; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} where CncC^{RNAi} = P{KK101639}VIE-260B (from VDRC# 108127)
2c	w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+; UAS-Flp, Actin>CD2>Gal4/ UAS::mRFP-Htt^{Q138} w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+; UAS-Flp, Actin>CD2>Gal4/+ w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/ UAS::Keap1HA; UAS-Flp, Actin>CD2>Gal4/+ w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/ UAS::Keap1HA; UAS-Flp, Actin>CD2>Gal4/ UAS::mRFP-Htt^{Q138} w¹¹¹⁸/ y¹,sc*,v¹; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/UAS::CncC^{RNAi}; UAS-Flp, Actin>CD2>Gal4/+ w¹¹¹⁸/ y¹,sc*,v¹; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/UAS::CncC^{RNAi}; UAS-Flp, Actin>CD2>Gal4/ UAS::mRFP-Htt^{Q138} where CncC^{RNAi} = P{KK101639}VIE-260B (from VDRC# 108127)
2d	Immunohistochemistry: w¹¹¹⁸/y,w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/attP; UAS::mRFP-Htt^{Q138}/+<br>where attP = P{empty}VIE-260B landing site (from VDRC# 60100) w¹¹¹⁸/y,w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/ CncC^{RNAi} ; UAS::mRFP-Htt^{Q138}/+<br>where CncC^{RNAi} = P{KK101639}VIE-260B (from VDRC# 108127) In graph: w¹¹¹⁸/w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+; UAS::mRFP-Htt^{Q138}/+ w¹¹¹⁸/y,w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/ CncC^{RNAi} ; UAS::mRFP-Htt^{Q138}/+<br>where CncC^{RNAi} = P{KK101639}VIE-260B (from VDRC# 108127) w¹¹¹⁸/w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/UAS::Keap1HA; UAS::mRFP-Htt^{Q138}/+ w¹¹¹⁸/w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/UAS::Keap1HA; UAS::mRFP-Htt^{Q138}/cnc^{VL110}
2e	w¹¹¹⁸; esg::Gal4, UAS::2xYFP/GstD1::LacZ; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/ GstD1::LacZ; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}
2f	w¹¹¹⁸; esg::Gal4, UAS::2xYFP/GstD1::LacZ; Su(H)GBE::Gal80, tub::Gal80^{ts}/ UAS::Rpn3^{RNAi}<br>where Rpn3^{RNAi} = P{TRiP.HM05247}attP2
Fig. 3	
3a	For 2 replicates: w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/+

	w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸; esg::Gal4, UAS::2xYFP/UAS::Atg8a^{RNAi}; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/UAS::Atg8a^{RNAi}; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} where Atg8a^{RNAi} = P{KK102155}VIE-260B (from VDRC# 109654) For one replicate: w¹¹¹⁸; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸; esg::Gal4, UAS::GFP/UAS::Atg8a^{RNAi}; tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP/UAS::Atg8a^{RNAi}; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} where Atg8a^{RNAi} = P{KK102155}VIE-260B (from VDRC# 109654)
3b	w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸; esg::Gal4, UAS::2xYFP/dap⁴; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/dap⁴; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}
3c	w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; +/+ w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; UAS::mRFP-Htt^{Q138}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; UAS::dap^{RNAi}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; UAS::mRFP-Htt^{Q138}/UAS::dap^{RNAi} where dap^{RNAi} = P{TRiP.HMS01610}attP2 (from Bloomington 36720)
3d	w¹¹¹⁸/y, w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/attP ; UAS::mRFP-Htt^{Q138}/+ where attP = P{empty}VIE-260B landing site (from VDRC# 60100) w¹¹¹⁸/y, w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/ Atg8a^{RNAi}; UAS::mRFP-Htt^{Q138}/+ where Atg8a^{RNAi} = P{KK102155}VIE-260B (from VDRC# 109654)
3e	w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+; UAS-Flp, Actin>CD2>Gal4/ UAS::mRFP-Htt^{Q138} w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; UAS-Flp, Actin>CD2>Gal4/+ w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/UAS::Atg8a^{RNAi}; UAS-Flp, Actin>CD2>Gal4/ UAS::mRFP-Htt^{Q138} w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::5Gal80^{ts}/ UAS::Atg8a^{RNAi}; UAS-Flp, Actin>CD2>Gal4/+ where Atg8a^{RNAi} = P{KK102155}VIE-260B (from VDRC# 109654)
3f	w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; UAS::mRFP-Htt^{Q138}/+

	w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/ dap⁴; UAS::mRFP-Htt^{Q138}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; UAS::mRFP-Htt^{Q138}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+; UAS::mRFP-Htt^{Q138}/UAS::dap^{RNAi}<br>where dap^{RNAi} = P{TRiP.HMS01610}attP2 (from Bloomington 36720)
3h	w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; +/+ w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; UAS::mRFP-Htt^{Q138}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+ ; UAS::dap^{RNAi}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP, tub::Gal80^{ts}/+; UAS::mRFP-Htt^{Q138}/UAS::dap^{RNAi}<br>where dap^{RNAi} = P{TRiP.HMS01610}attP2 (from Bloomington 36720)
Fig. 4	
4a	w¹¹¹⁸/y¹, sc[*], v¹; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mCherry^{RNAi} w¹¹¹⁸/y¹, sc[*], v¹; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::Rpn3^{RNAi}<br>where Rpn3^{RNAi} = P{TRiP.HM05247}attP2
4b	w¹¹¹⁸; esg::Gal4, UAS::GFP, GstD1::LacZ/+; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸; esg::Gal4, UAS::GFP, GstD1::LacZ /UAS::Atg8a^{RNAi}; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}<br>where Atg8a^{RNAi} = P{KK102155}VIE-260B (from VDRC# 109654)
4c	w¹¹¹⁸/y¹, sc[*], v¹; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/attP2<br>where attP2 = P{CaryP}attP2 w¹¹¹⁸/y¹, sc[*], v¹; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::Rpn3^{RNAi}<br>where Rpn3^{RNAi} = P{TRiP.HM05247}attP2 w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸; esg::Gal4, UAS::GFP/UAS:: CncC^{RNAi}; tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP/ UAS:: CncC^{RNAi}; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}<br>where CncC^{RNAi} = P{KK101639}VIE-260B (from VDRC# 108127)
4d	w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸; esg::Gal4, UAS::GFP/UAS:: CncC^{RNAi}; tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP/ UAS:: CncC^{RNAi}; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}<br>where CncC^{RNAi} = P{KK101639}VIE-260B (from VDRC# 108127)

4e	w¹¹¹⁸; esg::Gal4, UAS::nlsGFP/+, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::nlsGFP, tub::Gal80^{ts}/+; UAS::mRFP-Htt^{Q138}/+ w¹¹¹⁸; esg::Gal4, UAS::nlsGFP/+, tub::Gal80^{ts}/ Atg8a^{EP362}; +/+ w¹¹¹⁸; esg::Gal4, UAS::nlsGFP/+, tub::Gal80^{ts}/ Atg8a^{EP362}; UAS::mRFP-Htt^{Q138}/+ w¹¹¹⁸; esg::Gal4, UAS::nlsGFP/+, tub::Gal80^{ts}/+ ; UAS::Atg1/+ w¹¹¹⁸; esg::Gal4, UAS::nlsGFP/+, tub::Gal80^{ts}/+ ; UAS::Atg1/ UAS::mRFP-Htt^{Q138}/+
4f	w¹¹¹⁸; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸/y¹,sc[*],v¹; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/attP2<br>where attP2 = P{CaryP}attP2 w¹¹¹⁸/y¹,sc[*],v¹; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/UAS::Rpn3^{RNAi}<br>where Rpn3^{RNAi} = P{TRiP.HM05247}attP2
4g	w¹¹¹⁸; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸/y,w¹¹¹⁸; esg::Gal4, UAS::GFP/UAS:: CncC^{RNAi}; tub::Gal80^{ts}/+ w¹¹¹⁸/y,w¹¹¹⁸; esg::Gal4, UAS::GFP/ UAS:: CncC^{RNAi}; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}<br>where CncC^{RNAi} = P{KK101639}VIE-260B (from VDRC# 108127)
Fig. 5	
5a	w ¹¹¹⁸ /mChFP::Rho1; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80/+
5b	w ¹¹¹⁸ ; esg::Gal4/UAS::GFP ^{CL1} ; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /+
5c	w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /UAS::mRFP-Htt ^{Q138}
5d	w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸; Su(H)GBE::Gal4, UAS::CD8GFP/+; tub::Gal80^{ts}/+ w¹¹¹⁸; Su(H)GBE::Gal4, UAS::CD8GFP/+; tub::Gal80^{ts}/ UAS::mRFP-Htt^{Q138}
5e	w¹¹¹⁸; UAS::Flp/5961::GS, UAS::nlsGFP, x-15-33 /x-15-29 ; +/+ w¹¹¹⁸; UAS::Flp/5961::GS, UAS::nlsGFP, x-15-33 /x-15-29; UAS::mRFP-Htt^{Q138}/+
5f	w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}
Fig. 6	

6a	w ¹¹¹⁸ ; esg::Gal4/UAS::GFP ^{CL1} ; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /+
6b	w ¹¹¹⁸ /mChFP::Rho1; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80/+
6c	w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /+<br>w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/UAS::CncCFL2; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /+<br>w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/Atg8a ^{EP362} ; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /+
6d	w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /UAS::mRFP-Htt ^{Q138}
6e	w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/UAS::luciferase; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /+<br>w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /UAS::mRFP-Htt ^{Q138}
6f	w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /+<br>w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/UAS::CncCFL2; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /+<br>w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/UAS::Keap1HA; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /+<br>w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/Atg8a ^{EP362} ; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /+
6g, h	w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/UAS::luciferase; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /+<br>w ¹¹¹⁸ ; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /UAS::mRFP-Htt ^{Q138}
SUPPLEMENTARY FIGURES	
S1	
S1a	w ¹¹¹⁸ /y ¹ ,sc*,v ¹ ; esg::Gal4, UAS::GFP, tub::Gal80 ^{ts} /+ ; UAS-Flp,<br>Actin>CD2>Gal4/UAS::Rpn2 ^{RNAi}<br>where Rpn2 ^{RNAi} = P{TRiP.HMS00533}attP2<br><br>w ¹¹¹⁸ /y ¹ ,sc*,v ¹ ; esg::Gal4, UAS::GFP, tub::Gal80 ^{ts} /+ ; UAS-Flp,<br>Actin>CD2>Gal4/UAS::Rpt6R ^{RNAi}<br>where Rpt6R ^{RNAi} = P{TRiP.HMS01330}attP2
S1b, c	w ¹¹¹⁸ ; UAS::Flp/5961::GS, UAS::nlsGFP, x-15-33 /x-15-29 ; +/+<br>w ¹¹¹⁸ ; UAS::Flp/5961::GS, UAS::nlsGFP, x-15-33 /x-15-29; UAS::mRFP-Htt ^{Q138} /+
S1d	w ¹¹¹⁸ ; esg::Gal4, UAS::GFP, tub::Gal80 ^{ts} /+; UAS-Flp, Actin>CD2>Gal4/ +<br>w ¹¹¹⁸ ; esg::Gal4, UAS::GFP, tub::Gal80 ^{ts} /+; UAS-Flp, Actin>CD2>Gal4/ UAS::mRFP-Htt ^{Q138}
S1g	w ¹¹¹⁸ ; esg::Gal4, UAS::nlsGFP, tub::Gal80 ^{ts} /+ ; +/+<br>w ¹¹¹⁸ ; esg::Gal4, UAS::nlsGFP, tub::Gal80 ^{ts} /+; UAS::mRFP-Htt ^{Q138} /+
S1f	w ¹¹¹⁸ ; Su(H)GBE::Gal4, UAS::CD8GFP/+; tub::Gal80 ^{ts} /+<br>w ¹¹¹⁸ ; Su(H)GBE::Gal4, UAS::CD8GFP/+; tub::Gal80 ^{ts} / UAS::mRFP-Htt ^{Q138}

S2	
S2a	w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::2xYFP/+; Su(H)GBE::Gal80, tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸; esg::Gal4, UAS::GFP/UAS:: CncC^{RNAi}; tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP/ UAS:: CncC^{RNAi}; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}<br>where CncC^{RNAi} = P{KK101639}VIE-260B (from VDRC# 108127)
S2b	w¹¹¹⁸; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸/y¹,sc*,v¹; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/attP2<br>where attP2 = P{CaryP}attP2 w¹¹¹⁸/y¹,sc*,v¹; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/UAS::Rpn3^{RNAi}<br>where Rpn3^{RNAi} = P{TRiP.HM05247}attP2 w¹¹¹⁸/y,w¹¹¹⁸; esg::Gal4, UAS::GFP/UAS:: CncC^{RNAi}; tub::Gal80^{ts}/+ w¹¹¹⁸/y,w¹¹¹⁸; esg::Gal4, UAS::GFP/ UAS:: CncC^{RNAi}; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}<br>where CncC^{RNAi} = P{KK101639}VIE-260B (from VDRC# 108127)
S2c	w¹¹¹⁸; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/+ w¹¹¹⁸; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138} w¹¹¹⁸/y,w¹¹¹⁸; esg::Gal4, UAS::GFP/UAS:: CncC^{RNAi}; tub::Gal80^{ts}/+ w¹¹¹⁸/y,w¹¹¹⁸; esg::Gal4, UAS::GFP/ UAS:: CncC^{RNAi}; tub::Gal80^{ts}/UAS::mRFP-Htt^{Q138}<br>where CncC^{RNAi} = P{KK101639}VIE-260B (from VDRC# 108127)
S2d	w¹¹¹⁸/y¹,sc*,v¹; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/attP2<br>where attP2 = P{CaryP}attP2 w¹¹¹⁸/y¹,sc*,v¹; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/UAS::Rpn3^{RNAi}<br>where Rpn3^{RNAi} = P{TRiP.HM05247}attP2
S2e	w¹¹¹⁸/y¹,sc*,v¹; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/attP2<br>where attP2 = P{CaryP}attP2 w¹¹¹⁸/y¹,sc*,v¹; esg::Gal4, UAS::GFP/+; tub::Gal80^{ts}/UAS::Rpn3^{RNAi}<br>where Rpn3^{RNAi} = P{TRiP.HM05247}attP2
S3	
S3a	w¹¹¹⁸; esg::Gal4, UAS::nlsGFP, tub::Gal80^{ts}/+ ; +/+ w¹¹¹⁸; esg::Gal4, UAS::nlsGFP, tub::Gal80^{ts}/+; UAS::mRFP-Htt^{Q138}/+
S3b	w¹¹¹⁸; UAS::Flp/5961::GS, UAS::nlsGFP, x-15-33 /x-15-29 ; +/+ w¹¹¹⁸; UAS::Flp/5961::GS, UAS::nlsGFP, x-15-33 /x-15-29; UAS::mRFP-Htt^{Q138}/+

S4	
	w ¹¹¹⁸ ; esg::Gal4/UAS::GFP ^{CL1} ; Su(H)GBE::Gal80, tub::Gal80 ^{ts} /+

Supplementary Methods

Larval imaginal discs dissection and staining. Parental crosses were set up and eggs hatched at 18°C to avoid transgene expression. Early second instar larvae (5 days after egg laying at 18°C) were heat shocked for 45 min at 37°C, and placed back at 18°C. Three days later 3rd instar larvae were dissected in PBS. Wing discs were fixed for 30 minutes at room temperature in a solution of 3.7% formaldehyde in PBS, and blocked in a solution containing 0.1% TritonX-100 and 10% Normal Goat Serum in PBS. Discs were quickly washed 3x at room temperature before washing overnight at 4°C with washing solution (0.1% TritonX-100 in PBS). Then discs were incubated for 15 minutes in a solution containing 1:1000 Hoechst in PBS (to stain DNA) and mounted in Vectashield (Vector laboratories Inc, H-1000).

# Supplementary material for: Loss of a proteostatic checkpoint in intestinal stem cells contributes to age-related epithelial dysfunction
**Source:** Nat Commun. 2019 Mar 5;10:1050. doi: 10.1038/s41467-019-08982-9
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

no software was used

Data analysis

Data was analyze in GraphPad Prism v7.02

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data availability. RNAseq data is available at Gene Expression Omnibus (GEO) database under the accession number GSE125385 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125385].

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample size calculation was done. Numbers used were based on previous published experimental paradigms.
Data exclusions	For the data generated after Ecc15 infection experiments we performed a Grubbs's Outlier test (also known as Extreme Studentized Seviante method) for each group before analyzing the data using a statistical test.
Replication	Key findings in the paper (i.e. aggregate clearance, Paraquat-induced mortality, lineage tracing, Oltipraz treatment) were repeated at least 2 times.
Randomization	Assignment was random. All experiments were done using a pool of siblings hatched at same times and raised under same conditions. At the indicated age flies were split randomly into the required groups for interventions.
Blinding	No blinding was done.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

Methods

n/a	Involved in the study	n/a	Involved in the study
☐	☒ Antibodies	☒	☐ ChIP-seq
☒	☐ Eukaryotic cell lines	☒	☐ Flow cytometry
☒	☐ Palaeontology	☒	☐ MRI-based neuroimaging
☐	☒ Animals and other organisms		
☒	☐ Human research participants		
☒	☐ Clinical data		

Antibodies

Antibodies used	Antibodies. Commercial primary antibodies and dilutions were used as following: mouse anti-mono- and polyubiquitinated proteins, 1:100 (FK2 clone, Enzo Cat. No. BML-PW8810); rabbit antiphospho-Histone H3 Ser10, 1:1000 (EMD Millipore Cat. No. 06-570); mouse anti-Rpn3/PSMD3 (G-1), 1:500 (Santa Cruz Biotechnology Inc Cat. No. sc-393588); Rabbit anti- β -galactosidase (Cappel MP Biomedicals, 1:500); mouse anti-Armadillo (DSHB, 1:100), mouse anti-Prospero (DSHB, 1:100) and mouse anti-Dacapo (DSHB, 1:4). Rat anti-Delta antibody, 1:500, was a gift from M. Rand (University of Rochester, USA). Rabbit anti-Atg8a, 1:200, was a gift from G. Juhasz (Eotvos Lorand University, Hungary). Fluorescent secondary antibodies were from Jackson Immunoresearch.
Validation	Validation was done previously by us and others since these are commonly used and published antibodies.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	For all studies we used adult females <i>Drosophila melanogaster</i> . Age used is indicated in Figures or Figure Legends. The only time we used 3rd Instar <i>Drosophila melanogaster</i> larvae was in Supplementary Figure 1d. Full genotypes available on Supplementary Table 1.
Wild animals	N/A
Field-collected samples	N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

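Escargot-positive cells (ISCs and EBs) of 7-day-old flies were sorted and sequenced in 6 conditions with 1 library per condition: w1118, HttQ138, CncCRNAi and CncCRNAi+HttQ138 after 2 days at 29 °C, and attP2 and Rpn3RNAi after 4 days. The authors mapped paired-end MiSeq reads to the Drosophila genome with the Tuxedo suite and deposited FPKM per gene, that is, values already divided by gene length and by the mapped fragments of each library. The paper's text gives the genome release as 5.75 and names neither the versions of the tools nor a further scaling between libraries. The deposited FPKM values sum to 797524 in w1118, 763890 in HttQ138, 753582 in CncCRNAi, 754256 in CncCRNAi+HttQ138, 697507 in attP2 and 639046 in Rpn3RNAi, and were used as they stand. All 6 libraries and all 15603 listed genes were used. The 37 genes of the mitochondrial genome are listed at 0 in every library and gave no value.

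From the FPKM values, a gene was counted as induced when it was at least 3-fold higher in the stressed library than in its own control and reached 10 FPKM in the stressed library, which are the thresholds of the paper. It was counted as lowered when it was at least 3-fold lower and reached 10 FPKM in the control. A gene listed at 0 in the control counts as induced when it reaches 10 FPKM, and no fold is given for it. HttQ138 was compared with w1118, Rpn3RNAi with attP2, and CncCRNAi+HttQ138 with CncCRNAi, and the control libraries were compared with each other. A gene induced by HttQ138 was counted as CncC-dependent where its ratio between CncCRNAi+HttQ138 and CncCRNAi was under 3-fold, the paper's rule (legend of Fig. 4g). That rule does not cover the 6 genes listed at 0 in both of these libraries. A first version of the calculation left them out and gave 159 genes; they were then counted as dependent, which gives 165, because a gene at 0 cannot meet the rule for a rise. This was settled after both counts and the paper's 167 were known. Log2 ratios were taken of FPKM + 1. No p-value across genes is given, since there are no replicates.

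Before the data were examined, 27 lists of genes were fixed: the 20S core, 19S base and 19S lid of the proteasome, its paralogs of the male germ line, the 8 proteases of Supplementary Fig. 2b, secreted digestive serine proteases, lysosomal proteases (5 proteases and the membrane protein Lamp1), autophagy, cytosolic chaperones, the TRiC chaperonin, the ER unfolded protein response, ubiquitin supply and segregase, the antioxidant and CncC pathway, the cell cycle, niche and stress ligands, immediate early genes, antimicrobial peptides, ribosomal proteins, the mitochondrial genome, and markers of ISCs and EBs, enterocytes, enteroendocrine cells, visceral muscle, hemocytes, fat body, Malpighian tubules and ovary. The median log2 ratio of the members with a mean of at least 1 FPKM over both libraries was placed among 10000 random lists of the same size matched on mean expression in 20 bins. A list with a median above the 97.5th or below the 2.5th percentile was counted as moved, as a description of these libraries. Where the text says that 0.491 or a like number would be in a set at random, it is the number of list members that could meet the rule multiplied by the share of all such genes that did.

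Genes were named by a rule fixed at the same time. It takes every gene that the paper names for its RNA-seq, in the text and in Supplementary Fig. 2b-d, the targeted genes, the 10 genes with the largest rise and the 10 with the largest fall in each comparison, and from each list the 2 members with the largest rise and the 2 with the largest fall. The values plotted in Supplementary Fig. 2b-d had been seen when the rule was written. Since small RNA genes filled most of the places among the largest changes, the 10 largest rises and falls without them were added after the data were seen. Any gene outside these rules is said to have been chosen after its values were seen, apart from members of the proteasome lists.

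Gene names in the lists were matched to the symbols and identifiers of the deposited values through release 6 of the reference with annotation 115, from which gene lengths and biotypes were also taken. No coordinates were used, since the authors' release differs. Of the 15603 identifiers, 14927 (95.7%) are in that reference, 74.7% with an equal symbol. In the lists, 1 symbol had no match. A length was found for 13947 genes, and 1015 listed genes are small RNAs.

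The depth of each library was recovered from the low FPKM values, which fall on steps of 1 fragment. The fit used 380 genes with a single transcript, a tolerance of 0.03 of a step and a length reduced by 153 nucleotides, and left a residual of 1.0%. It gave 3070000 fragments for w1118, 3270000 for HttQ138, 3440000 for CncCRNAi, 3650000 for CncCRNAi+HttQ138, 3570000 for attP2 and 2780000 for Rpn3RNAi. FPKM values of genes of at least 200 nucleotides were turned into estimated fragments, and the 95% interval of a ratio is the exact (Clopper-Pearson) binomial interval of the fragments of 2 libraries. These intervals hold counting error only and neither differences between flies nor between sorts.

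The calculations were tested on simulated data. With 200 of 13947 genes changed between HttQ138 and w1118 by a known fold, 1 of 200 was called at 2-fold, 199 at 4-fold and 200 at 8-fold, and 1 or 2 of the unchanged genes were called. Of 100 random lists with 0.5 added to each log2 ratio, 100 were counted as moved, and of 100 with nothing added, 3. The depths of 6 simulated libraries were recovered with an error of at most 0.0279%. A first run of this step, with simulated depths further apart than the search covers, failed its own check, and the depths were then set within that range, so the recovery is tested only for libraries about as close in depth as these. For the comparisons that share w1118, an unchanged library was simulated in 100 draws with counting error only.

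As other settings, 108 alternatives were fixed at the start: another minimum FPKM (5, 20, none, or in both libraries), another fold (2 or 5), another pseudocount, a rescaling of the libraries, other control libraries, and other rules for CncC dependence. A further 19, chosen after seeing the data, left out small RNA genes, the digestive proteases plotted in Supplementary Fig. 2b, genes with under 20 estimated fragments, or genes listed at 0 in both libraries labelled CncCRNAi, or took a gene as CncC-dependent when either part of the rule for a rise was missed. In a first look at the values, the minimum of 10 FPKM was also read as the mean of the 2 libraries compared, which gave 146 genes for HttQ138, 329 for Rpn3RNAi and 66 for both, and as a value reached in any of the 6 libraries, which gave 335, 441 and 221; the reading in the stressed library had been fixed by then and was kept. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. GO analysis was not run, since no GO annotation was at hand. The 14 genes of Supplementary Fig. 2c were taken as a group after the values were seen. A test on small RNA genes, written down when their counts per comparison had not been seen, was dropped without being run once those counts were seen and 3 other patterns had been picked. Small RNA genes made up 17, 38 and 39 of the genes that rose with HttQ138, with Rpn3RNAi and with HttQ138 in the CncCRNAi background, and 52, 16 and 28 of those that fell.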

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

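Of the tests below, those on enterocyte RNA, on the share of progenitors, on cnc and on the proteasome between libraries were chosen only after the result was seen. The tests on counting error and on the baseline of the CncCRNAi library were set before their own results, though after a first look at the values. The test on enterocyte RNA replaced an earlier form, which compared each stressed library with its own control and by which enterocyte RNA fitted both stresses. Bootstrap intervals below come from resampling the genes of a list within single libraries, and intervals of shares treat genes as independent. Neither holds differences between flies, sorts or libraries, so what they argue against is limited to these libraries.

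Secreted digestive proteases rose with HttQ138 and with Rpn3RNAi, and the enterocyte markers other than proteases, genes that the paper does not discuss, had median log2 ratios of 1.32 and 3.00 there and of -0.40 with HttQ138 in the CncCRNAi background, a difference in direction that was not tested. Over all 25 of these markers, the CncCRNAi control lay above w1118 by 1.06 and the attP2 control by 0.88, beside 1.17 for HttQ138. CncCRNAi+HttQ138 still lay above w1118 by 0.73, with 19 of 25 higher. For HttQ138, more enterocyte RNA among the sorted cells fits the values against w1118. Against CncCRNAi the enterocyte markers had a median of -0.17 (bootstrap interval -0.64 to 0.04) and the proteases 2.41 (1.60 to 2.91), and against attP2 0.10 (-0.25 to 0.63) and 3.04 (2.18 to 3.30). Such low marker medians were given in advance, since both controls lay above w1118 about as far as HttQ138. At alike marker levels the proteases were still higher in HttQ138. This argues only against enterocyte RNA in which proteases and these markers keep fixed proportions. CncCRNAi decides little here, since the paper describes the rise of the proteases as dependent on CncC. A smaller share of progenitors, with every other cell type up alike, is argued against in both stresses by the proteases standing above the enteroendocrine markers, by 1.39 (0.72 to 2.39) with HttQ138 and 3.87 (3.46 to 4.24) with Rpn3RNAi, although with HttQ138 other types lay nearer the proteases, the Malpighian tubule and visceral muscle markers at 1.74 and 1.47 over 3 and 7 measured members, mostly on few fragments. Only that form is addressed, and fewer progenitors with more of some other cell types stay open. The ISC and EB markers had a median of -0.30 with HttQ138, with 8 of 12 lower (percentile 2.63), and of 0.04 with Rpn3RNAi, with 5 of 12 lower. For Rpn3RNAi, enterocyte RNA cannot be told apart from expression in ISCs and EBs. Against w1118 the enterocyte markers reached 3.00 (1.56 to 4.16) and the proteases 3.99 (3.26 to 4.18), intervals that overlap. Against attP2, its own control, the interval of the marker median lay wholly below that of the proteases, 2.89 (0.41 to 4.05) and 4.69 (4.29 to 4.89). Single genes overlapped there, with markers up to 5.69. In a split made after the values were seen, 8 markers were grouped under cell structure, a loose label that not all of them meet. They had a median of 0.07 with Rpn3RNAi (mex1, chosen after its values were seen, 109 to 111 FPKM, Myo31DF 182 to 135). The 17 others, largely secreted and digestive products, had 3.82 (Amy-p 25.7 to 650.1). With HttQ138 both parts were higher, by 1.07 and 1.25, and the 8 lay above w1118 by 1.16 in attP2. The split thus does not decide. A digestive program within the sorted cells, passed by a GFP gate for escargot, stands beside carry-over of RNA as an untested explanation.

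Most genes induced by HttQ138 were under 3-fold with CncCRNAi. Counting error in genes with few fragments is argued against, since genes with at least 50 estimated fragments were under 3-fold more often than the others, 89.6% against 71.6%, a difference of 18.0 percentage points (6.82 to 29.9). The others include 17 genes without a fragment estimate, of which 9 were under 3-fold. Part of the difference thus comes from genes not known to have few fragments. A higher baseline in the CncCRNAi library stays open for part of the genes: 60.0% of the 165 (interval 52.4 to 67.2) were under 3-fold against w1118 too, and the rest only against CncCRNAi. That CncC was not reduced cannot be excluded either, since cnc stood at 1.01 times its counterpart (w1118 or HttQ138) or more in both libraries labelled CncCRNAi and a value per gene does not separate its transcripts. A need for CncC, which the paper proposes and the design names, thus cannot be told apart from these explanations with 1 library per condition.

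Proteasome subunits were higher in HttQ138 than in w1118. A w1118 library low in these genes stays open. Against CncCRNAi the 33 subunits had a median log2 ratio of 0.60 (0.55 to 0.69) and 33 of 33 were higher. That comparison cannot decide, since the paper describes Nrf2 as a regulator of the proteasome and CncCRNAi is directed against its homologue. The other control, attP2, lay above w1118 for 33 of 33 subunits. A difference between libraries that comes without HttQ138 remains, since attP2 lay above w1118 by a median of 0.53, about as far as HttQ138, and 11 of 33 subunits were higher in HttQ138 than in attP2. attP2 differs from w1118 in genotype and in days at 29 °C, which were not separated. Nor is attP2 shown to be free of stress, since its cytosolic chaperones lay above w1118 by a median of 0.68. An effect of HttQ138 on the RNA of proteasome subunits is a hypothesis that these libraries cannot settle. The paper's antibody staining of Rpn3 protein is separate evidence that was not weighed here.

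Among genes outside those that the paper discusses, the lysosomal list of 5 proteases and the membrane protein Lamp1 had a median log2 ratio of -0.42 with HttQ138, at percentile 1.96 of the matched random lists and at 3.42, within the threshold, with a mean of at least 10 FPKM; 4 of the 6 were lower, Lamp1 at 294 FPKM in w1118 and 191 in HttQ138, and cathD was higher, at 302 and 342. The cytosolic chaperones had a median of 0.27 with HttQ138 and -0.28 with HttQ138 in the CncCRNAi background, opposite directions whose difference was not tested. The second value is against a CncCRNAi control in which this list lay above w1118 by a median of 1.43. The genes of the ER unfolded protein response had a median of -0.66 with Rpn3RNAi, with Hsc70-3, the BiP chaperone, falling from 755 to 194 FPKM. This value is against an attP2 control in which the list lay above w1118 by a median of 0.56, with 18 of 18 members higher. The list took 0.645% of summed FPKM in attP2, 0.39% in Rpn3RNAi and 0.38% in w1118, so a high control cannot be told apart from a fall with Rpn3RNAi. The genes of ubiquitin supply and segregation had a median of 0.43 with Rpn3RNAi, with TER94, the p97 segregase, at 218 and 539 FPKM. Of the proteasome paralogs of the male germ line, Rpt6R stood at 46.7 FPKM and Rpt3R at 23.0 in Rpn3RNAi, and neither was above 0.888 in any other library.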

How the results depend on the processing

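No paired analysis was possible because each condition has 1 library. The settings without small RNA genes, without the plotted digestive proteases, with at least 20 estimated fragments, or without genes listed at 0 in both libraries labelled CncCRNAi were chosen after seeing the data.

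Of 93 medians of the proteasome lists, the digestive proteases, autophagy and the enterocyte markers under other settings, 89 kept their side of the percentile threshold. No list past that threshold and no named gene that rose or fell by the rule changed sign. Lists within the threshold did: for HttQ138, antimicrobial peptides from 0.54 to -0.01 with a pseudocount of 10 FPKM and immediate early genes from 0.32 to -0.03 with no filter on low values, and medians between -0.09 and 0, mostly with the libraries rescaled, such as the lid in the CncCRNAi background from -0.02 to 0.08 and autophagy for Rpn3RNAi from -0.05 to 0.08. The other 4 of the 93 medians are for HttQ138 in the CncCRNAi background and were no longer past the threshold: autophagy at -0.18 with a pseudocount of 10 FPKM and -0.22 with a mean of at least 10 FPKM, and enterocyte markers at -0.17 and -0.26. The counts moved with the thresholds, by construction. In the order HttQ138, Rpn3RNAi, HttQ138 with CncCRNAi, lowered by HttQ138, lowered by Rpn3RNAi, induced by both, CncC-dependent, Rpn3RNAi genes under 3-fold with HttQ138 and genes 3-fold apart between attP2 and w1118, asking 10 FPKM in both libraries gave 47, 98, 10, 26, 40, 15, 43, 63 and 108 genes, and no minimum, with controls at 0 left out, 639, 940, 216, 273, 264, 294, 565, 524 and 823. A ratio of FPKM + 10 gave 73, 225, 37, 47, 42, 36 and 61 for the first 7 and 150 between controls. A minimum of 5 FPKM gave 317 genes for HttQ138, 105 with CncCRNAi, 152 for both and 265 CncC-dependent; 20 FPKM gave 132 for HttQ138 and 61 for both. At 2-fold there were 348 for HttQ138, 131 with CncCRNAi, 323 lowered by HttQ138, 348 lowered by Rpn3RNAi, 278 CncC-dependent, 321 Rpn3RNAi genes under the fold with HttQ138 and 613 between controls; at 5-fold 115, 54 lowered by HttQ138, 42 lowered by Rpn3RNAi, 59 for both, 95 CncC-dependent and 183 between controls. Without small RNA genes, 29 genes were induced with CncCRNAi and 44 lowered by HttQ138; with at least 20 estimated fragments, 25 and 42. CncC-dependent genes numbered 109 against w1118, 93 where CncCRNAi+HttQ138 had to lie more than 3-fold below HttQ138, and 159 without the 6 genes at 0 in both libraries labelled CncCRNAi.

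Of the 407 genes, 348 remained with w1118 as control. Median log2 ratios of genes at 10 FPKM or more in both libraries were -0.08 for HttQ138, -0.14 for Rpn3RNAi and -0.10 with CncCRNAi, so changes with Rpn3RNAi are relative to a shift of that size; with it removed, higher calls made up 83.9% in place of 78.9% for Rpn3RNAi. The other 65 counts stayed within 1.5 times; of 245 values of other lists 8 came to pass the threshold and 6 ceased to; of 2583 values of named genes 343 moved beyond their counting interval or, without one, by over 1.5 times. The depth leaves genes near 10 FPKM with few fragments: 16 of the 199 genes rest on under 20.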

Differences from the paper's values

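The counts in the paper and those found here differ by less than 1.5 times: the paper gives 200 genes induced by HttQ138 (199 here), 409 by Rpn3RNAi (407 here), 93 by both (93 here) and 167 that depend on CncC (165 here, or 159 when 6 genes listed at 0 in both libraries labelled CncCRNAi are left out, as a first version did; counting them was settled with 167 known). No setting tried gave exactly 200, 409 or 167.

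The paper states that every proteasome subunit of the core, base and lid was higher with Rpn3RNAi. Here 32 of the 33 plotted genes were higher, and so were 32 of the 33 of the list fixed here, which has Sem1 where the paper plots Uch-L5; Rpn3 itself was lower, at 63.2 against 77.1 FPKM. The paper's legend calls 14 plotted proteasome genes highly induced by HttQ138, and this induction abolished with CncCRNAi. Here the same 14 were all higher with HttQ138, by a median of 1.56-fold, 1 reached 2-fold (Prosalpha1) and 0 reached 3-fold, and 12 of the 14 were higher between the libraries labelled CncCRNAi, by a median of 1.10-fold.

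The legend states that the induction of the 8 proteases by HttQ138 is abolished with CncCRNAi. Here 0 of the 8 reached 3-fold, and 6 were still higher with a counting interval above 1, at a median of 1.69-fold, beside 4.95-fold without CncCRNAi. The paper describes the cells as CncC-deficient, while cnc stood at 64.3 FPKM in the library labelled CncCRNAi and 63.8 in w1118. These values per gene do not separate the transcripts of cnc. The paper's evidence for the transgene is of other kinds. It includes aggregate clearance beside Keap1 over-expression and a CncC mutant allele (Fig. 2d) and Dacapo staining (Fig. 4c).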

Other observations

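No test is reported in this part, and the directions drawn from libraries labelled CncCRNAi hold for the labels, since cnc was no lower in them. Some genes of ISCs and EBs had lower values with HttQ138 in both backgrounds. mira (FBgn0021776), an adaptor of asymmetric division, stood at 126 FPKM in w1118, 42.1 in HttQ138, 93.2 in CncCRNAi and 28.9 in CncCRNAi+HttQ138, and the Notch target malpha at 824, 428, 579.9 and 227. The 12 ISC and EB markers had a median log2 ratio of -0.30 with HttQ138 (percentile 2.63), -0.39 with HttQ138 in the CncCRNAi background (0.09) and 0.04 with Rpn3RNAi. dap (FBgn0010316), the Cdk inhibitor whose RNA and protein the paper reports as higher in ISCs after 24 h (Fig. 4c, d), had lower values in all 3 stressed libraries: 14.4 against 30.5 FPKM with HttQ138 (0.473 times, counting interval 0.374 to 0.597), 16.9 against 32.5 with Rpn3RNAi (0.411 to 0.648) and 13.8 against 27.2 in the CncCRNAi background (0.404 to 0.639). Of 33 measured cell cycle genes, 28 were lower with Rpn3RNAi (median log2 ratio -0.51), and 33 with HttQ138 in the CncCRNAi background (-0.57), against 20 of 31 with HttQ138 (-0.20, percentile 16.02). With Rpn3RNAi RnrS, a subunit of ribonucleotide reductase, fell from 47.3 to 13.3 FPKM and Mcm7, a part of the replicative helicase chosen after its values were seen, from 14.6 to 4.55.

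Both other control libraries differed from w1118 in the same direction in several lists. Cytosolic chaperones were higher than in w1118 by a median log2 ratio of 1.43 in the library labelled CncCRNAi and 0.68 in attP2, and niche and stress ligands by 0.91 and 0.81. Of 23 chaperones, 9 were at least 3-fold up in CncCRNAi, among them Hsp23 at 90.8 FPKM in w1118 and 616 in CncCRNAi and Hsp70Ab, which has near-identical copies, at 56.8 and 413. The JAK/STAT ligands upd2 and upd3 stood at 8.68 and 16.8 FPKM in w1118 and 69.2 and 111 in CncCRNAi. Antioxidant and CncC pathway genes were higher by a median of 0.79, with GstE6, chosen after its values were seen, at 67.8 and 396 FPKM, and higher by 0.59 in attP2 than in w1118. The reporter gene of the paper, GstD1, stood at 756 FPKM in w1118, 723 in HttQ138, 917 in CncCRNAi, 1249 in CncCRNAi+HttQ138, 1142 in attP2 and 841 in Rpn3RNAi. The same list had medians of 0.26 with HttQ138, -0.09 with Rpn3RNAi and 0.12 with HttQ138 in the CncCRNAi background. Keap1 stood at 11.7 and 14.0 FPKM in w1118 and HttQ138.

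With Rpn3RNAi, 3 genes chosen after their values were seen, none of them in a fixed list, fell: Gapdh2 from 524 to 121 FPKM, Pfk from 50.7 to 7.62 and ImpL3, lactate dehydrogenase, from 190.1 to 30.4, and by the fixed rule Glycogenin from 29.5 to 2.91. RpS24 fell from 3940 to 634 FPKM and RpS12 from 2695 to 868, while the ribosomal protein genes as a list had medians of -0.24 with Rpn3RNAi (percentile 88.71), -0.12 with HttQ138 and 0.03 with HttQ138 in the CncCRNAi background. Yolk protein genes, which the fat body expresses, stood higher with Rpn3RNAi, Yp1 at 75.9 and 226 FPKM, and the fat body markers had medians of 1.42 with Rpn3RNAi and -0.78 with HttQ138. With HttQ138 unc-104, a kinesin, fell from 233 to 32.6 FPKM and Prx2540-2, a peroxiredoxin, from 73.8 to 13.2. Akh, a peptide hormone, was listed at 0 in w1118 and stood at 55.0 FPKM in HttQ138.

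Enteroendocrine markers had medians of 0.67 with HttQ138, 0.83 with Rpn3RNAi and -0.52 with HttQ138 in the CncCRNAi background (percentile 5.06), with npf at 396, 167, 198 and 60.3 FPKM in w1118, HttQ138, CncCRNAi and CncCRNAi+HttQ138. Against the median with HttQ138, the share of summed FPKM of these markers was lower there, 0.0498% beside 0.0654% in w1118. With Rpn3RNAi it was higher, 0.0423% beside 0.0221% in attP2. Markers of several other tissues were low: visceral muscle markers took 0.00731% of summed FPKM or less in each library, Malpighian tubule markers 0.00435%, ovary markers 0.000924% and hemocyte markers 0.0228%. Fat body markers took more in the later pair of libraries, 0.026% in attP2 and 0.0823% in Rpn3RNAi. With HttQ138 the muscle and Malpighian tubule markers lay at percentiles 99.52 and 97.93, and the hemocyte markers had a median of 0.62 over 3 measured members, at percentile 92.27. The TRiC chaperonin had medians of 0.19 with HttQ138 and -0.35 with Rpn3RNAi, niche and stress ligands 0.30 and -0.25, immediate early genes 0.32 and -0.06, and antimicrobial peptides 0.54 and 0.14, each within the range of matched random lists. With HttQ138 in the CncCRNAi background the TRiC chaperonin had a median of 0.06, niche and stress ligands -0.05, immediate early genes -0.12, antimicrobial peptides -0.18 and fat body markers -0.33, and with Rpn3RNAi muscle, hemocyte and Malpighian tubule markers 0.48, 0.33 and 0.90, all within that range too. Cytosolic chaperones had a median of 0.24 with Rpn3RNAi (percentile 99.78). Within the range were the lysosomal proteases with Rpn3RNAi (-0.14) and with HttQ138 in the CncCRNAi background (-0.01), the ER unfolded protein response with HttQ138 (-0.05) and in the CncCRNAi background (-0.05), and ubiquitin supply and segregation in the same (-0.00 and -0.04). Between control libraries, antimicrobial peptides were higher than in w1118 by 1.79 in CncCRNAi and 1.90 in attP2, fat body markers by 1.38 and 2.47, enterocyte markers by 1.15 and 1.17, and cell cycle genes by 0.57 and 0.36, and enteroendocrine markers were lower by 0.92 and 0.72.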
